# Autotoxicity mechanism of *Oryza sativa*: transcriptome response in rice roots exposed to ferulic acid

**DOI:** 10.1186/1471-2164-14-351

**Published:** 2013-05-25

**Authors:** Wen-Chang Chi, Yun-An Chen, Yu-Chywan Hsiung, Shih-Feng Fu, Chang-Hung Chou, Ngoc Nam Trinh, Ying-Chih Chen, Hao-Jen Huang

**Keywords:** Allelochemical, Ferulic acid, Microarray, Protein kinase, Rice, Autotoxicity

## Abstract

**Background:**

Autotoxicity plays an important role in regulating crop yield and quality. To help characterize the autotoxicity mechanism of rice, we performed a large-scale, transcriptomic analysis of the rice root response to ferulic acid, an autotoxin from rice straw.

**Results:**

Root growth rate was decreased and reactive oxygen species, calcium content and lipoxygenase activity were increased with increasing ferulic acid concentration in roots. Transcriptome analysis revealed more transcripts responsive to short ferulic-acid exposure (1- and 3-h treatments, 1,204 genes) than long exposure (24 h, 176 genes). Induced genes were involved in cell wall formation, chemical detoxification, secondary metabolism, signal transduction, and abiotic stress response. Genes associated with signaling and biosynthesis for ethylene and jasmonic acid were upregulated with ferulic acid. Ferulic acid upregulated ATP-binding cassette and amino acid/auxin permease transporters as well as genes encoding signaling components such as leucine-rich repeat VIII and receptor-like cytoplasmic kinases VII protein kinases, APETALA2/ethylene response factor, WRKY, MYB and Zinc-finger protein expressed in inflorescence meristem transcription factors.

**Conclusions:**

The results of a transcriptome analysis suggest the molecular mechanisms of plants in response to FA, including toxicity, detoxicification and signaling machinery. FA may have a significant effect on inhibiting rice root elongation through modulating ET and JA hormone homeostasis. FA-induced gene expression of AAAP transporters may contribute to detoxicification of the autotoxin. Moreover, the WRKY and Myb TFs and LRR-VIII and SD-2b kinases might regulate downstream genes under FA stress but not general allelochemical stress. This comprehensive description of gene expression information could greatly facilitate our understanding of the mechanisms of autotoxicity in plants.

## Background

Monoculture of crops leads to decreased growth and yield in the next season, with autotoxicity the major culprit [1-3]. Autotoxicity occurs when a plant releases toxic chemical substances into the environment that inhibit germination and growth of conspecific plants [4]. Recently, an increasing number of reports have provided evidence for the role of autotoxicity in replant failure and soil sickness [1]. Autotoxicity is a common problem in continuous monocropping of rice [2] because decomposing rice straw is left in fallow fields [5]. A range of secondary metabolites in rice straws, such as phenolic acids [6] and a few flavones and terpenoids [7], are potent autotoxins.

Phenolic compounds are common in soils. Whitehead [8] reported that the concentration of phenolic compounds in rhizosphere soil solution may reach 90 ppm. Various phenolic compounds such as ferulic acid (FA), o-hydroxy phenyl acetic acid, and p-coumaric acid have been isolated from decomposing rice residues in soil [5]. These compounds inhibit the growth of rice seedlings in the order of FA > p-coumaric acid > o-hydroxy phenyl acetic acid [9]. Exposure of plant roots to FA reduces water use [10], inhibits foliar expansion [11] and root elongation [12], and decreases nutrient uptake [13-15]. Further, FA exposure rapidly depolarizes root cell membranes, causing a generalized increase in membrane permeability, inducing lipid peroxidation and affecting certain enzymatic activities [16-18]. Ferulic acid may be esterified with cell wall polysaccharides, be incorporated into lignin structures, or form bridges that connect lignin with wall polysaccharides, thus resulting in cell wall rigidity and restriction of cell growth [19,20]. Ferulic acid affects cell wall-bound peroxidase (POD) and phenylalanine ammonia-lyase (PAL) activities, lignin content, and root growth in seedlings [21].

Several reports demonstrated that autotoxins induce oxidative stress in plants [22,23]. Reactive oxygen species (ROS) play a vital role in the plant defense against stresses and in cell growth and development [24,25]. Low concentrations of ROS, as a signal, can lead to repair of cellular damage, but high levels can lead to programmed cell death [26]. Calcium is a crucial regulator of growth and development in plants [27]. ROS-activated calcium channel activity is required during the growth of cells in the elongation zone of the root [28].

Both allelopathy and autotoxicity play important roles in regulating plant biodiversity and productivity [3]. Autotoxins can impact many physiological and biochemical reactions in plants such as rice, alfalfa, cucumber, tomato, corn, wheat, sugarcane [1,23]. The potential mechanisms underlying autotoxicity have been explored in alfalfa and cucumber [22,29]. In alfafa, cinnamic acid is a phenolic acid and the major autotoxin in leaves and root exudates [30]. In cucumber, autotoxins can inhibit the membrane H^+^-ATPase activity that drives the uptake of essential ions, other solutes and water [22]. However, our knowledge of an autotoxicity mechanism is poorly understood. Transcriptional profiling experiments using microarrays are being conducted to examine the effects of natural phytotoxins on the plant transcriptome [31]. Microarray analyses were used to analyze gene expression profiles of plants exposed to the allelochemicals 2(3H)-benzoxazolinone [32], fagomine, gallic acid, rutin [33], 3-(3',4'-dihydroxyphenyl)-L-alanine [34], and juglone [35].

Rice (*Oryza sativa* L.) is a model for genomic research into the responses of monocot species to environmental stresses. In this study, we used FA as a rice-model autotoxin and used microarray assay to assess alterations in rice root gene expression induced by the autotoxin. We discuss the possible involvement of reactive oxygen species (ROS) and calcium in allelochemical signal transduction pathways. These data significantly expand on previous studies examining plant transcriptional responses to allelochemicals and provides a foundation for elucidating the autotoxicity mechanism of *O. sativa*, particularly the phytotoxic effect of decomposing rice residues in soil.

## Results

### Effect of FA on growth and root architecture of rice

To select an appropriate concentration of FA for stress treatments, we conducted a dose-response analysis of rice root growth 3 days after FA treatment (Figure 1A). Compared with the control, 25 ppm FA significantly reduced root growth. With 50 ppm FA, root growth was about half of the control growth, and with 200 ppm, growth was almost completely inhibited.

**Figure 1:**
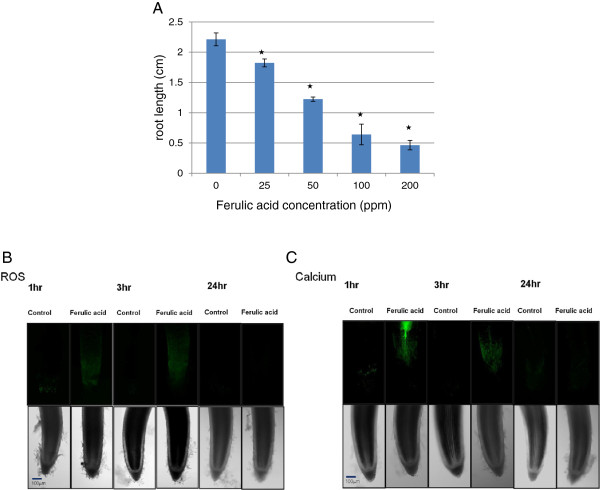
**Ferulic acid (FA) stress inhibits root elongation of rice seedlings.** (**A**) Rice roots were measured after 3 d of treatment with different concentrations of FA (0, 25, 50, 100, or 200 ppm). Results represent the means ± SD (n = 30) of 3 independent experiments. Asterisks indicate significant differences (*P* < 0.05) from the control treatment. (**B**) To assess reactive oxygen species (ROS) production under FA stress, root samples were labeled with 10 μM CM-H_2_DCF-DA for 30 min and treated with 50 ppm FA for 1–3 h. Green fluorescence indicates the presence of ROS. (**C**) To evaluate calcium accumulation under FA stress, root samples were labeled with 10 μM Oregon Green 488 BAPTA-1, a calcium indicator, for 30 min and treated with 50 ppm FA for 1–3 h. Green fluorescence indicates the presence of calcium. Five control and 5 treated roots showed similar results. Magnification for representing images was × 100.

Compared with the control, 50 ppm FA inhibited crown root, lateral root and root hair formation. Both the number and length of lateral roots and root hairs were significantly reduced with 50 ppm FA as compared with the control (Table 1).

**Table 1:** Effect of ferulic acid treatment on number and length of crown root, lateral root and root hairs in rice

**Character **^**a**^	**Water**	**50 ppm FA**
Crown root number	6.93 ± 0.88	2.93 ± 0.70
Lateral root number/seedling	20.73 ± 2.63	6.67 ± 1.54
Lateral root length (mm)	6.15 ± 0.93	2.45 ± 0.60
Root hair number/mm^b^	73.5 ± 6.50	40.1 ± 3.07
Root hair length (μm) ^c^	599.05 ± 30.34	205.55 ± 27.29

^a^ Number and length of root hairs on seminal root measured after 24 h FA treatment; other characters were determined on seedlings after 3-day FA treatment. Data are mean ± SD.

^b^ Number of root hairs from one side of 1-mm sections at the root hair zone (3–4 mm behind the root tip) on seminal roots. Data are mean of 10 seedlings.

^c^ Length of the 20 longest root hairs from the root hair zone of each seminal root. Data represent the mean of 10 seedlings.

### Ferulic acid rapidly induced ROS and calcium accumulation in rice roots

To determine whether FA treatment induced ROS production, we labeled roots with the ROS-sensitive dye CM-H_2_DCFDA (Figure 1B) or nitroblue tetrazolium (Additional file 1: Figure S1), then treated them with 50 ppm FA for 1 or 3 h. Ferulic-acid stress significantly increased the levels of dihydrodichlorofluorescein (DCF), and thus ROS, in roots (Figure 1B, Additional file 2: Figure S2). To determine whether FA treatment induced calcium accumulation, we used a calcium indicator, Oregon green 488 BAPTA-1, before FA treatment. Calcium level was significantly increased in root tip regions with 50 ppm FA treatment for 1 or 3 h (Figure 1C and Additional file 2: Figure S2).

### Effect of FA on lipid peroxidation

Ferulic-acid–induced oxidative damage of roots was positively confirmed by Schiff’s staining in the meristem and elongation zone of roots (Additional file 3: Figure S3). Ferulic-acid–induced root oxidative damage was measured by LOX activity with non-denaturing PAGE. We detected 3 LOX isozymes in rice roots treated with 50 ppm FA for 3, 6, 12, and 24 h (Additional file 3: Figure S3).

### Expression profiling by microarray assay

To identify genes and biological pathways associated with FA toxicity and tolerance in rice roots, we used large-scale expression profiling. RNA samples were collected from root tips early (1 and 3 h) after FA treatment to examine rapid changes in global patterns of gene expression. We pooled RNA isolated from the two short (1 and 3 h) FA exposures to maximize gene discovery. Mechanisms of adaptation after long-term (24 h) FA exposure are important, but the physiological and metabolic parameters measured after long treatment periods might be distorted by the severe toxic effects of FA. We aimed to understand the primary response to FA exposure as opposed to responses to nonspecific cellular damage.

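Transcript levels in rice roots were measured on 6 arrays of a rice oligonucleotide microarray from Agilent, whose probes carry the locus names of the Rice Annotation Project. Each array compared RNA from roots of 6-day-old seedlings exposed to 50 ppm ferulic acid (FA), a phenolic acid that rice releases into the soil, with RNA from water-treated roots. The FA sample always carried the red dye (Cy5) and the control the green dye (Cy3). The 3 arrays of short exposure held RNA pooled from 1 and 3 h, and the 3 arrays of long exposure held RNA from 24 h. Every array had 45151 spots, and after 2007 control spots were left out 42418 probes remained. Of these, 41889 represent 29689 loci, 7796 of which have more than 1 probe, and 529 represent microRNA precursors or other regions. The authors' scanner software subtracted the background, removed trends across the array, balanced the dyes with linear and LOWESS normalization and gave the log10 ratio of red over green for each spot, which was converted to log2 (FA/control) here. It sets the ratio to exactly 0 where neither channel rises significantly above background, which held for 5417 to 6714 probes per array. Spots it marked as non-uniform or as population outliers were left out, namely 78, 79 and 642 on the short-exposure arrays and 1062, 652 and 236 on the long-exposure arrays. The control channel was well above background for 68.2% to 75.2% of the probes and the FA channel for 72.3% to 76.9%, and no probe was saturated.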

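Probes with a processed signal of at least 100 in either channel on at least 1 array of an exposure, and a ratio on at least 2 arrays, were tested for a mean log2 ratio different from 0 with limma's moderated test, each exposure alone. Genes are called upregulated or downregulated here at an adjusted p under 0.1 (Benjamini-Hochberg) and a mean change of at least 2-fold, and a locus takes the values of its probe with the highest mean signal over the 6 arrays. The difference between exposures was tested on all 6 arrays with the same limits. Only 3 arrays per exposure limit the precision: an exact sign test on 3 arrays cannot give a p below 0.25, and an exact permutation test of 3 arrays against 3 cannot go below 0.1. Since FA and control never exchanged dyes, each ratio against 0 is open to dye bias, whereas a bias that is the same on every array cancels in the difference between exposures. Where one channel of a probe was not well above background on any array of an exposure, only a bound is given, as at least N-fold. It sets the mean log2 signal of the brighter channel against the higher of the dim probe's own signal and the lowest signal among probes well above background, array by array, after loess and Aquantile normalization. Choices of filter, test, threshold, gene lists and named genes were made before the data were examined, apart from those said to have been made later.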

We performed microarray assays with RNA extracted from roots treated with 50 ppm FA after short (pooled from 1- and 3-h treatments) and long (24 h) exposure. This FA level is comparable to that found in rice-field soils [8,36]. 

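After short exposure, 27761 probes at 19093 loci were tested and 67.1% of the probes had an adjusted p under 0.1 (limma). After long exposure, 27066 probes at 18661 loci were tested and 56.9% passed this limit. With a 2-fold mean change also required, 1827 loci responded to short exposure and 465 to long exposure. The latter comprised 351 upregulated loci (446 probes) and 114 downregulated loci (143 probes). At the same FDR and fold limits, the methods' t-test called 209 probes upregulated and 90 downregulated after long exposure. With each long-exposure array left out in turn, 361 to 493 probes were upregulated and 120 to 187 downregulated. Tested directly, the ratio was called different between the exposures (adjusted p under 0.1 and at least 2-fold, limma) in 2355 of 28632 probes, being higher after short exposure in 1642 (69.7%) and lower in 713. After normexp background correction and loess normalization of the raw signals, 1307 probes were higher and 294 lower after short exposure, so that 81.6% were higher.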

In all, 1,204 genes were responsive to short FA exposure and 176 to long exposure. After short FA treatment, 972 genes were upregulated (FDR < 0.1, fold change ≥ 2) and 232 were downregulated (FDR < 0.1, fold change ≤ 0.5) (Additional file 4: Table S1).

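Through 1899 upregulated and 631 downregulated probes, 1343 loci rose and 484 fell, and 75.1% of the called probes were upregulated. This split depended on the background correction and normalization, which were changed together. Raw signals treated with normexp and loess gave 1588 upregulated and 161 downregulated probes, of which 90.8% were upregulated. Leaving out 1 array at a time gave 1735 to 1965 upregulated and 571 to 718 downregulated probes. Of the 1827 loci called in either direction, 394 had another tested probe, and for 353 of these at least 1 other probe had the same call.

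**Figure D1:**
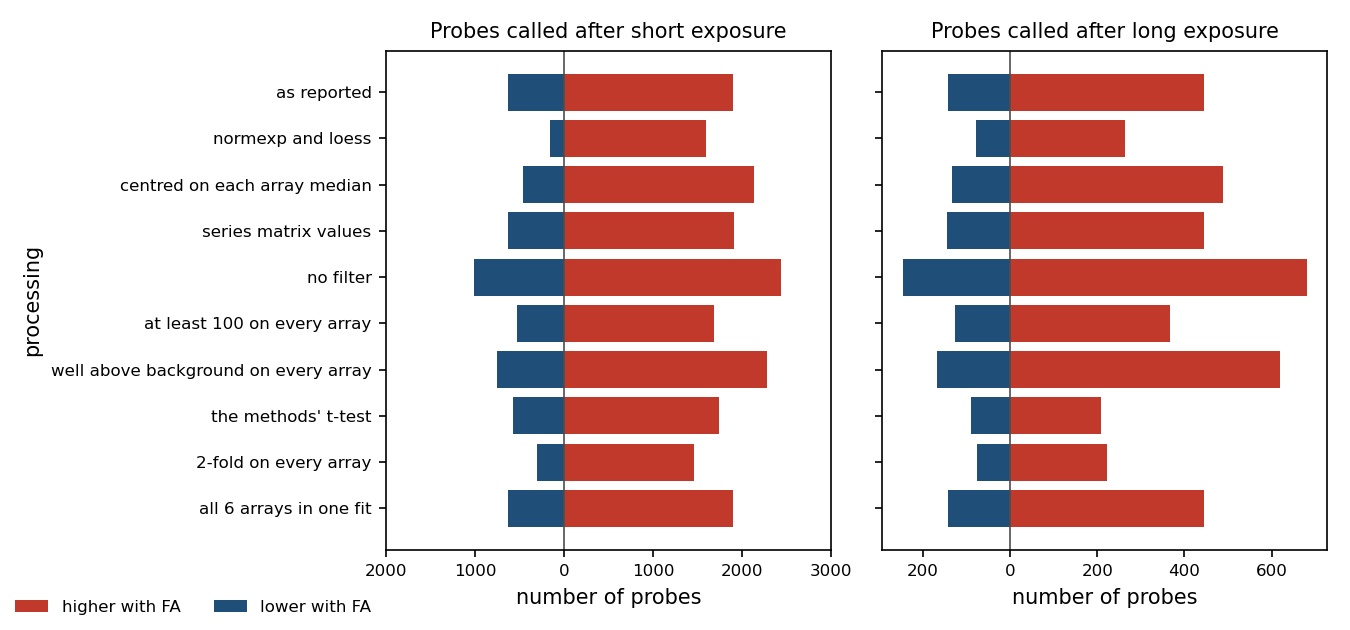
Numbers of probes called higher (red, right of 0) and lower (blue, left of 0) with FA after short exposure (left panel, 3 arrays) and long exposure (right panel, 3 arrays) under each processing. The bars of lower probes after short exposure range from 161 under normexp and loess to 1015 without a signal filter, against 631 as reported, and the 2 panels have different scales.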

We used GO analysis [37] to determine the functions of the 972 upregulated genes (Table 2, Additional file 5: Table S2). The most significantly enriched GO term was “response to stress” (GO:0006950, FDR 2.00E-47). Other enriched terms were “phenylpropanoid metabolic process” (GO:0009698, FDR 2.10E-07), “transmembrane transport” (GO:0055085, FDR 1.10E-12), “proteolysis” (GO:0006508, FDR 1.30E-14), “cell wall macromolecule metabolic process” (GO:0044036, FDR 6.10E-13) and “signal transduction” (GO:0007165, FDR 6.30E-05). For molecular function, the significant GO terms were “kinase activity” (GO:0016301, 1.10E-32), “calcium ion binding” (GO:0005509, FDR 7.80E-23), “transcription factor activity” (GO:0003700, FDR 9.00E-19), and “chitinase activity” (GO:0004568, FDR 1.00E-09).

**Table 2:** Gene ontology analysis of 972 up-regulated genes

**GO ID**	**GO term**	**Query item**	**Background item**	**FDR p-value**
	**biological process**			
**Regulation of biological process**				
***regulation of metabolic process***				
GO:0080090	regulation of primary metabolic process	53	324	8.30E-30
GO:0045449	regulation of transcription	51	321	3.00E-28
GO:0060255	regulation of macromolecule metabolic process	53	326	1.10E-29
GO:0010556	regulation of macromolecule biosynthetic process	52	322	4.40E-29
GO:0010468	regulation of gene expression	52	324	5.50E-29
GO:0009889	regulation of biosynthetic process	52	322	4.40E-29
GO:0051171	regulation of nitrogen compound metabolic process	51	323	3.90E-28
***regulation of cellular process***				
GO:0007165	signal transduction	11	106	6.30E-05
GO:0007242	intracellular signaling cascade	10	68	6.90E-06
**Biological regulation**				
GO:0065008	regulation of biological quality	12	14	4.40E-18
**Multi-organism process**				
GO:0051707	response to other organism	9	39	4.80E-07
GO:0009617	response to bacterium	6	7	3.80E-09
**Cellular process**				
***cellular response to stimulus***				
GO:0070887	cellular response to chemical stimulus	7	43	0.00013
GO:0055085	transmembrane transport	9	12	1.10E-12
**Metabolic process**				
***primary metabolic process***				
GO:0005975	carbohydrate metabolic process	37	138	3.60E-29
GO:0005976	polysaccharide metabolic process	12	57	1.10E-08
GO:0006022	aminoglycan metabolic process	6	21	1.70E-05
GO:0006030	chitin metabolic process	6	21	1.70E-05
GO:0016052	carbohydrate catabolic process	17	45	1.10E-16
GO:0006629	lipid metabolic process	21	81	1.20E-16
GO:0019538	protein metabolic process	80	487	4.30E-44
GO:0006508	proteolysis	23	126	1.30E-14
***secondary metabolic process***				
GO:0006721	terpenoid metabolic process	5	54	0.025
GO:0016101	diterpenoid metabolic process	5	35	0.0036
GO:0009698	phenylpropanoid metabolic process	6	11	2.10E-07
***macromolecule metabolic process***				
GO:0019538	protein metabolic process	80	487	4.30E-44
GO:0043412	macromolecule modification	50	265	3.60E-31
GO:0006464	protein modification process	50	264	3.10E-31
GO:0044036	cell wall macromolecule metabolic process	11	21	6.10E-13
GO:0016998	cell wall macromolecule catabolic process	7	21	8.60E-07
GO:0010467	gene expression	55	419	3.50E-26
GO:0009059	macromolecule biosynthetic process	56	569	1.30E-20
**Establishment of localization**				
***transport***				
GO:0006811	ion transport	13	66	5.40E-09
GO:0006812	cation transport	10	65	4.60E-06
GO:0030001	metal ion transport	10	36	1.30E-08
**Response to stimulus**				
GO:0009719	response to endogenous stimulus	8	106	0.0075
GO:0009628	response to abiotic stimulus	7	41	9.70E-05
GO:0009607	response to biotic stimulus	13	39	4.10E-12
GO:0006950	response to stress	46	103	2.00E-47
GO:0006952	defense response	16	59	3.40E-13
GO:0006979	response to oxidative stress	11	17	2.40E-14
GO:0042221	response to chemical stimulus	27	133	3.00E-18
GO:0010033	response to organic substance	8	106	0.0075
	**molecular function**			
**Molecular transducer activity**				
GO:0004871	signal transducer activity	13	32	2.00E-13
**Transporter activity**				
***substrate-specific transporter activity***				
GO:0022891	substrate-specific transmembrane transporter	14	79	4.90E-09
GO:0015075	ion transmembrane transporter activity	9	68	5.20E-05
GO:0008324	cation transmembrane transporter activity	5	62	0.04
***transmembrane transporter activity***				
GO:0016820	hydrolase activity, acting on acid anhydrides, catalyzing transmembrane movement of substances	5	17	9.30E-05
GO:0042626	ATPase activity, coupled to transmembrane movement of substances	5	17	9.30E-05
***active transmembrane transporter activity***				
GO:0015291	secondary active transmembrane transporter	7	24	2.20E-06
GO:0015399	primary active transmembrane transporter activity	5	25	0.00064
**Antioxidant activity**				
GO:0004601	peroxidase activity	8	68	0.00036
**Transcription regulator activity**				
GO:0003700	transcription factor activity	26	116	9.00E-19
**Catalytic activity**				
***oxidoreductase activity***				
GO:0004497	monooxygenase activity	21	47	2.40E-22
GO:0051213	dioxygenase activity	7	7	1.10E-11
GO:0015036	disulfide oxidoreductase activity	7	10	1.20E-09
***transferase activity***				
GO:0016757	transferase activity, transferring glycosyl groups	24	31	1.00E-33
GO:0016758	transferase activity, transferring hexosyl groups	19	30	3.70E-24
GO:0016772	transferase activity, transferring phosphorus-containing groups	54	426	5.10E-25
GO:0016773	phosphotransferase activity, alcohol group as	47	244	6.30E-30
GO:0004672	protein kinase activity	42	235	1.40E-25
GO:0016301	kinase activity	51	261	1.10E-32
***hydrolase activity***				
GO:0016798	hydrolase activity, acting on glycosyl bonds	25	87	6.40E-21
GO:0004553	hydrolase activity, hydrolyzing O-glycosy	24	85	6.50E-20
GO:0004568	chitinase activity	9	21	1.00E-09
**Binding**				
***carbohydrate binding***				
GO:0005529	sugar binding	6	10	9.10E-08
***nucleic acid binding***				
***ion binding***				
GO:0043169	cation binding	126	175	6.50E-166
GO:0046872	metal ion binding	111	173	1.60E-137
GO:0046914	transition metal ion binding	80	132	9.80E-97
GO:0008270	zinc ion binding	30	89	3.60E-27
GO:0005507	copper ion binding	6	19	9.00E-06
GO:0005509	calcium ion binding	20	39	7.80E-23

These observations were further supported by comparison of metabolism genes with use of MapMan. The genes encoding enzymes related to detoxification were cytochrome P450, UDP glycosyltransferases, and glutathione-S-transferases (Figure 2A). 

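Table S1 describes 68 loci as cytochrome P450, UDP glycosyltransferase or glutathione-S-transferase, of which 67 were tested after short exposure. The paper chose these loci on the same arrays, so their calls, and the equal count adjusted over the list alone (59), are not independent evidence. In all, 55 were upregulated and 4 downregulated, and normexp with loess left 55 called in place of 59. By type, 18 of 24 cytochrome P450, 16 of 19 UDP glycosyltransferase and 21 of 24 glutathione-S-transferase loci were upregulated. After long exposure, 14 of 65 loci were upregulated and 4 downregulated, and the methods' t-test called 11 of these 65. The P450 gene with the largest mean ratio, Os07g0418500, is known only to be at least 7.28-fold higher after short exposure, since its control signal was not well above background on any array. Its adjusted p of 5.49e-06 (limma) rests on ratios to that unmeasured control. After long exposure the gene was still upregulated, at a log2 ratio of 1.65 ± 0.85 (SD, n = 3) with a control signal above background on 2 of 3 arrays. The methods' t-test did not make this call. The UDP glycosyltransferase gene Os05g0527000 was at least 6.50-fold higher after short exposure, with -0.21 ± 0.63 after long exposure, and its ratio differed between exposures (adjusted p = 4.51e-05, limma). This p too uses short-exposure ratios to an unmeasured control.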

RT-PCR validated the microarray findings (Additional file 6: Figure S4).

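The RT-PCR images were not analysed here. On the arrays, the 16 genes of Figure S4, which the paper selected from these data, were all upregulated after short exposure, each with a ratio above 0 on all 3 arrays. Their mean log2 ratios ran from 1.35 ± 0.35 (SD, n = 3) for the LRR-VIII kinase gene Os05g0257100 to 3.53 ± 0.26 for the gene Os01g0955100, one of the calcium-related genes. The other calcium-related gene, Os11g0664800, has only a bound of at least 9.75-fold. The widest spread was that of the kinase gene Os07g0541400 (2.55 ± 0.87), whose control signal was above background on 2 of 3 arrays. After long exposure 2 of the 16 were upregulated, Os01g0955100 (1.08 ± 0.10) and the MYB gene Os06g0112700 (1.24 ± 0.29). For the MFS gene Os11g0135900 the brightest probe (2.07 ± 0.21 after short exposure) was measured on only 1 long-exposure array, and the other probe gave 2.13 after short and -0.18 after long exposure. Of the other 15 genes, the brightest probe was called higher after short than after long exposure (adjusted p under 0.1 and at least 2-fold, limma) in 14, the exception being Os06g0112700 (short minus long 0.30, adjusted p = 0.45, limma), whose short-exposure value of 1.54 ± 0.58 was not called by the methods' t-test. For Os05g0257100, one of the 14, the difference depends on the probe: after long exposure the brightest gave -0.37 ± 0.11, whereas the other gave 1.84, against 1.70 after short exposure.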

**Figure 2:**
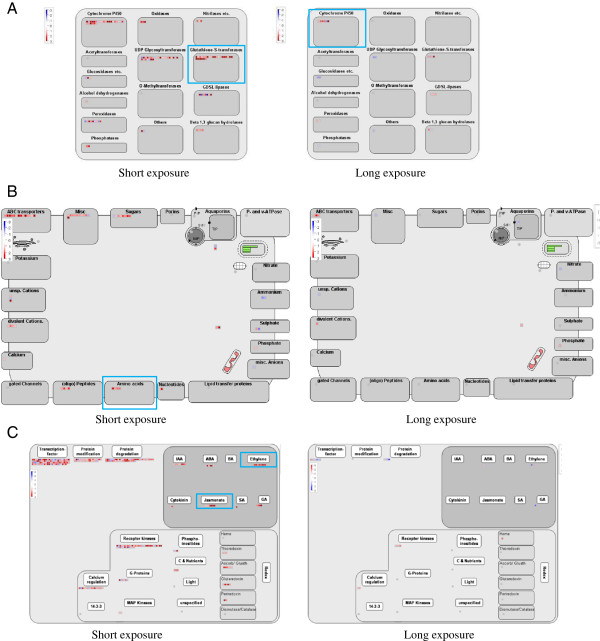
**Genes up- or down-regulated by FA stress.** MapMan was used to visualize the detoxification enzyme (**A**), transporter (**B**), and phytohormone (**C**) genes. Each BIN or subBIN is represented as a block, within which upregulated transcripts are displayed as red squares and downregulated transcripts as blue squares. Functional bins identified by the Wilcoxon rank sum statistic as being significantly changed by FA are outlined in blue.

### Expression profiles of root architecture-related genes

To investigate the involvement of root architecture related genes in FA-induced stress, we analyzed the global expression profiles of genes related to 3 such gene families (Table 3). In total, 3 of the 18 root architecture related genes were slightly downregulated by FA (FDR < 0.1). 

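Of the 18 genes in Table 3, 14 have a probe on the array and 13 were tested. After short exposure 10 had an adjusted p under 0.1, over all probes and likewise adjusted over the list alone (limma), 6 of them with a lower and 4 with a higher ratio. After long exposure 8 passed by either adjustment, 6 of them lower. The methods' t-test left 6 genes after short exposure, 2 of them lower, and 3 after long exposure. The decreases were within 2-fold throughout. Beside ARF-16, OsCel9C and OsCSLD1, the log2 ratio fell to -0.43 ± 0.28 (SD, n = 3) for OsAPY1 (Os07g0682800), -0.29 ± 0.15 for OsEXPB5 (Os04g0552200) and -0.27 ± 0.12 for OsCRL4 (Os03g0666100) after short exposure, with adjusted p between 0.022 and 0.031 (limma). None of these last 3 passed by the methods' t-test. Among the genes that rose, WOX11 (Os07g0684900) reached 1.27 ± 0.31, AUX/IAA-1 (Os01g0178500) 0.91 ± 0.02 and AUX/IAA-23 (Os06g0597000) 0.83 ± 0.12 by their brightest probes. Which genes passed 2-fold depends on the probe, since the other probe of WOX11 gave 0.90 and those of AUX/IAA-1 gave 0.89, 1.01 and 1.02. AUX/IAA-29 (Os12g0601400, 0.21 ± 0.06) lost its adjusted p under 0.1 when replicate 1 or replicate 3 was left out.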

FA repressed the expression of two lateral-root genes (*ARF-16*, Os06g0196700, downregulated 1.7-fold; *OsCel9C*, Os05g0212300, downregulated 1.6-fold) and one root-hair–related gene (*OsCSLD1*, Os10g0578200, downregulated 1.5-fold) in rice roots (Table 3).

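The log2 ratio after short exposure was -0.79 ± 0.08 (SD, n = 3) for ARF-16 (adjusted p = 0.00057, limma), -0.65 ± 0.10 for OsCel9C (adjusted p = 0.0012) and -0.55 ± 0.24 for OsCSLD1 (adjusted p = 0.0063, not passed by the methods' t-test). After long exposure ARF-16 stayed lower at -0.52 ± 0.04 and OsCSLD1 at -0.96 ± 0.23, whereas OsCel9C was higher, at 0.25 ± 0.10 on its brightest probe (adjusted p = 0.029, limma) and 0.51 ± 0.09 on the other (adjusted p = 0.0028). The brightest probe lost this call with normexp and loess and by the methods' t-test. Short minus long was -0.27 for ARF-16 (adjusted p = 0.040, limma), -0.89 for OsCel9C (adjusted p = 0.00065) and 0.41 for OsCSLD1 (adjusted p = 0.087). These adjusted p were under 0.1, but each difference was under 2-fold, so none of the 3 genes was called different between exposures.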

**Table 3:** List of rice genes associated with crown root, lateral root, root hair formation after FA exposures

**Gene name**	**RAB-DB Locus ID**	**TIGR Locus ID**	**Short exposures**	**Long exposures**	**Description**
			**Fold change **^a^	**Fold change **^**a**^	
**Crown root-related genes**					
*OsCRL1*	Os03g0149000	LOC_Os03g05500	−1.09	1.15	Protein of unknown function DUF260 domain containing protein.
*OsCRL4*	Os03g0666100	LOC_Os03g46330	−1.21	−1.04	SEC7-like domain containing protein.
*OsCRL5*	Os07g0124700	LOC_Os07g03250	1.64	1.06	ANT (Ovule development protein aintegumenta).
*OsARL1*	Os03g0149100	LOC_Os03g05510			
*WOX11*	Os07g0684900	LOC_Os07g48560	1.86	−1.39	Homeobox domain containing protein.
**Lateral root-related genes**					
*ARF-16*	Os06g0196700	LOC_Os06g09660	−1.73*	−1.43*	Auxin response factor 1.
*AUX/IAA-1*	Os01g0178500	LOC_Os01g08320	1.88*	−1.20	AUX/IAA protein family protein.
*AUX/IAA-11*	Os03g0633500	LOC_Os03g43400	1.07	−1.40	Auxin-responsive protein IAA17 (Indoleacetic acid-induced protein 17) (Auxin response 3).
*AUX/IAA-13*	Os03g0742900	LOC_Os03g53150	1.22	−1.04	AUX/IAA protein family protein.
*AUX/IAA-23*	Os06g0597000	LOC_Os06g39590	1.77*	−1.07	Auxin-responsive protein IAA14 (Indoleacetic acid-induced protein 14) (SOLITARY-ROOT protein).
*AUX/IAA-29*	Os12g0601400	LOC_Os12g40900	1.16*	−1.28	Auxin-responsive protein (Aux/IAA) (Fragment).
*OsCel9C*	Os05g0212300	LOC_Os05g12150	−1.59*	1.43*	Endo-beta-1,4-glucanase precursor (EC 3.2.1.4).
**Root hair-related genes**					
*OsEXPA30*	Os10g0535900	LOC_Os10g39110			
*OsRHL1*	Os06g0184000	LOC_Os06g08500			
*OsCSLD1*	Os10g0578200	LOC_Os10g42750	1.47	−1.94*	Cellulose synthase-9.
*OsEXPA17*	Os06g0108600	LOC_Os06g01920			
*OsEXPB5*	Os04g0552200	LOC_Os04g46650	1.22	1.11	Beta-expansin 5.
*OsAPY1*	Os07g0682800	LOC_Os07g48430	1.35	−1.05	Apyrase.

^a^ The fold change in expression of each gene after FA treatment was calculated by the mean from 3 biological replicates and false discovery rate <0.1 is shown with a asterisk.

### Polysaccharide and cell wall metabolism

To investigate the involvement of cell-wall–related genes in FA-induced stress, we analyzed the global expression profiles of genes related to 34 such gene families (Additional file 7: Table S3). 

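The cell-wall lists of Table S3 name 591 loci, of which 545 have a probe, 372 were tested after short exposure and 370 after long exposure. After short exposure 21 were upregulated and 24 downregulated, and these 45 were also called when p was adjusted over the list alone. Without the fold limit, 266 had an adjusted p under 0.1 over all probes and 270 over the list alone (limma). Requiring a 2-fold change on every array gave 22 loci, and normexp with loess gave 15 upregulated and 8 downregulated. After long exposure 10 were upregulated and 5 downregulated. The largest mean ratio was that of Os03g0108300, a xyloglucan endotransglycosylase/hydrolase gene, but with no control array well above background it is known only to be at least 2.70-fold higher after short exposure.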

In total, 30 of the 639 cell-wall–related genes showed significant responses to FA: 16 were upregulated and 14 downregulated. Upregulated genes predominantly belonged to the expansins (EXP), yieldins (GH18), xyloglucan endotransglycosylases/hydrolases (XTH), beta-galactosidases (BGAL), glycoside hydrolases 17 (GH17), pectin acetylesterases (PAE). and glycosyl transferases 21A (GT31a).

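After short exposure 5 of 45 tested GH17 loci, 3 of 39 EXP loci, 3 of 10 GH18 loci, 2 of 21 XTH loci, 1 of 7 PAE loci and 1 of 14 GT31a loci were upregulated, while 2 EXP loci, 1 XTH locus and 1 GH17 locus were downregulated. In the BGAL family 6 loci were tested and their mean log2 ratios lay between -0.70 and 0.23. Of these, 5 had an adjusted p under 0.1 (limma), all with a lower ratio; with normexp and loess or with arrays centred on their median, 4 passed and 3 of these were lower. The yieldin gene Os06g0356800 rose most among loci with a measured control, with 3.22 ± 0.24 (SD, n = 3) after short and 0.45 ± 0.05 after long exposure. The GH17 gene Os01g0947000 reached 1.87 ± 0.11 after short and 1.03 ± 0.96 after long exposure. Its long-exposure mean leans on replicate 3, with ratios of 0.73, 0.25 and 2.10. After short exposure the expansin gene Os03g0155900 reached 1.83 ± 0.35 with a control above background on 1 of 3 arrays, and the pectin acetylesterase gene Os01g0892500 1.34 ± 0.21. The GT31a gene Os09g0452900 (1.48 ± 0.57, control above background on 2 of 3 arrays) was not called by the methods' t-test.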

### Expression profiles of ROS-related genes

We analyzed the global expression profiles of genes related to 15 ROS-related gene families (Table 4, Additional file 8: Table S4). Among the 343 ROS response-network genes spotted on our arrays, transcripts of 270 showed changed expression after FA treatment (Additional file 8: Table S4): 55 were significantly regulated, 51 upregulated and four downregulated. The genes included alternative oxidases (AOX), glutathione peroxidase (GPx), glutathione reductase (GR), glutaredoxins (Grx), glutathione-S-transferases (GST), monodehydroascorbate reductase (MDAR), class III peroxidase (Prx), peroxiredoxin (PrxR), respiratory burst oxidase homolog (Rboh; NADPH oxidase), and thioredoxin (Trx). 

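The copy of Table S4 used here holds 149 of the 343 ROS network genes that the paper lists, so no enrichment was tested and the Prx, PrxR, Rboh and Trx families were not analysed here. Among the complete families, 5 of 18 tested Grx loci, 2 of 5 GPx loci, 2 of 7 MDAR loci and 1 of 3 GR loci were upregulated after short exposure. The GPx count fell to 1 under several alternatives, among them the methods' t-test and leaving out replicate 1 or 2. The largest changes were those of Grx_C2.1 (Os02g0618100, log2 ratio 3.24 ± 0.24, SD, n = 3), MDAR-11 (Os08g0557600, 2.46 ± 0.10), the glutathione reductase gene Os10g0415300 (2.12 ± 0.11) and GPx01 (Os04g0556300, 1.38 ± 0.25). After long exposure the same 4 genes had ratios between 0.03 and 0.23, that of MDAR-11 from 2 arrays, and each differed between exposures (adjusted p from 2.88e-05 to 0.00047, limma). At 2-fold, limma and the methods' t-test called 0 loci of these 4 families after long exposure, where 7 Grx, 2 GPx, 6 MDAR and 1 GR loci had an unadjusted p under 0.05.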

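All 4 alternative oxidase (AOX) genes rose after short exposure, with log2 ratios of 2.13 ± 0.10 (SD, n = 3) for AOX1a (Os04g0600200), 4.98 ± 0.56 for AOX1b (Os04g0600300), 1.79 ± 0.51 for AOX1c (Os02g0700400) and 1.78 ± 0.38 for AOX1d (Os02g0318100). The control signals of AOX1b and AOX1c were above background on only 1 of 3 arrays. After long exposure 3 AOX genes were tested, with mean ratios between -0.13 and 0.22; limma and the methods' t-test called 0 of them, and 0 had an unadjusted p under 0.05. All 4 had a higher ratio after short than after long exposure. Of the tested glutathione-S-transferase (GST) loci, 24 of 57 were upregulated after short exposure, and 8 of 59 were upregulated and 2 downregulated after long exposure; these counts were the same adjusted over the list alone. Over AOX and GST loci together, 28 were called after short exposure and 26 to 31 under every alternative, but the 10 called after long exposure became 5 where every array had to show a 2-fold change. GSTU22 (Os10g0525600) changed most among loci with a measured control, by 5.19 ± 0.33 after short and 1.57 ± 0.40 after long exposure.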

Almost all AOX genes were induced by FA, and 25 of the 79 GST genes were significantly upregulated by FA.

**Table 4:** Ferulic acid-responsive transcripts related to ROS

				**Short exposures**		**Long exposures**	
**Functional categories**	**In genome**	**On arrary**	**Detected**	**Increased **^**a**^	**Decreased**	**Increased**	**Decreased**
Reactive oxygen species (ROS) network	343	323	270	51	4	5	2
AOX (Alternative oxidases) genes	4	4	4	4*	0	0	0
APx (Ascorbate peroxidase) genes	11	11	8	0	0	0	0
Cat (Catalase) genes	3	3	3	0	0	0	0
DiOx (Alpha-dioxygenase)	1	1	1	0	0	0	0
Ferritin genes	2	2	2	0	0	0	0
GPx(Glutathione peroxidase) genes	5	5	5	1	0	0	0
GR (Glutathione reductase) genes	3	3	3	2	0	0	0
Grx (Glutaredoxins) genes	27	22	17	5	0	0	0
GST (Glutathione-S-transferases) genes	79	74	67	25*	0	3	2
MDAR (monodehydroascorbate reductase) genes	15	14	8	2	0	0	0
Prx (Class III Peroxidase) genes	138	130	103	7*	4	2	0
PrxR(Peroxiredoxin) genes	8	8	7	2	0	0	0
Rboh (Respiratory burst oxidase homolog; NADPH oxidase) genes	9	9	7	1	0	0	0
SOD (superoxide dismutase) genes	8	8	8	0	0	0	0
Trx (thioredoxin) genes	30	29	27	2	0	0	0

^a^ Functional categories of genes, total number of genes found within the rice genome, numbers of genes present on and detected on arrays, and numbers of genes showing significant differences (FDR <0.1) in transcript abundance are shown in rows and columns labeled accordingly.

ROS families that are overrepresented in the response group are shown with asterisks (P < 0.05).

### Expression profiles of transporter genes

In the rice genome, transporter families are grouped by mode of transport and energy-coupling mechanism into four types: ATP-dependent transporters, secondary transporters, ion channels, and unclassified transporters with unknown mechanisms of action. Among 1,286 transporter-related genes, 1,113 were present on our arrays, and 64 were significantly upregulated with FA treatment (Table 5, Additional file 9: Table S5). 

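Table S5 names 1225 transporter loci, of which 1112 have a probe and 786 were tested after short exposure. After short exposure 70 were upregulated and 19 downregulated, and the same number, 89, was called when p was adjusted over the list alone. Without a filter on signal 115 loci were called, and with normexp and loess 68. Long exposure left 15 upregulated and 6 downregulated loci among 778 tested.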

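By type, 21 of 174 tested ATP-dependent transporter loci were upregulated after short exposure and 1 downregulated, against 47 upregulated and 16 downregulated of 537 secondary transporter loci and 2 in each direction of 71 ion channel loci. The secondary transporter gene Os09g0454600 showed the largest change of its type with a measured control, 3.89 ± 0.08 (SD, n = 3) after short and 0.71 ± 0.06 after long exposure. The ion channel gene Os06g0188600 rose in both exposures, by 1.73 ± 0.32 with a control above background on 1 of 3 arrays and by 1.61 ± 0.20 with 2 of 3, and no difference between exposures was called (adjusted p = 0.62, limma).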

Nearly all of the transporters responding to FA were ATP-dependent and secondary transporters. 

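Among 71 tested loci of ATP-binding cassette (ABC) transporters, which move compounds across membranes at the expense of ATP, 18 were upregulated (25.4%) and 1 was downregulated after short exposure. Of the other 715 tested transporter loci, 52 were upregulated (7.27%), a difference with an odds ratio of 4.33 and p = 1.16e-05 (Fisher's exact test, one-sided; 4.62e-05 after adjustment over the 4 families tested). Loci are not independent replicates. The alternative without a signal filter moved Fisher's exact test most, to p = 0.00095. Os08g0384500 had the largest mean ratio, but with no control array well above background it is known only to be at least 3.64-fold higher. The P-type ATPase (P-ATPase) family had 3 upregulated loci of 35 tested, among them Os03g0326100, at least 4.51-fold higher.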

Transporters with changed expression were 17 of the 130 ATP-binding cassette (ABC) transporters and three of the P-type ATPase (P-ATPase) transporters. The major facilitator superfamily (MFS) is the largest family of secondary transporters in the rice genome. 

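Among 98 tested loci of the major facilitator superfamily (MFS), 11 were upregulated and 3 downregulated after short exposure. With a 2-fold change required on every array, 7 were upregulated. The hexose transporter gene Os03g0218400 had the largest change, 2.43 ± 0.27 (SD, n = 3). After long exposure 2 MFS loci were upregulated and 1 downregulated, of 92 tested.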

Ferulic-acid treatment upregulated nine MFS genes and downregulated two. Transcripts for five proton-dependent oligopeptide transporter (POT) genes and five amino acid/auxin permease (AAAP) genes were upregulated. In addition, four of 123 drug/metabolite transporter (DMT) genes belonging to secondary transporters were upregulated by FA treatment.

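After short exposure 5 of 46 tested POT loci were upregulated and 1 was downregulated, the latter call being absent with replicate 2 left out and under normexp and loess. Os04g0597600 rose most among them (2.29 ± 0.17, SD, n = 3, control above background on 1 of 3 arrays). Of 40 AAAP loci tested, 5 were upregulated. Os01g0597600 was at least 2.45-fold higher, and Os02g0191300 reached 1.86 ± 0.47, Os01g0878700 1.58 ± 0.34, Os12g0181600 1.43 ± 0.19 and Os01g0878400 1.30 ± 0.27. The brightest probes of Os12g0181600 (0.90 ± 0.06) and Os01g0878700 (0.90 ± 0.26) remained below 2-fold after long exposure, lower by 0.53 and 0.69 (adjusted p = 0.011 and 0.032, limma). The values of Os12g0181600 depend on the probe, since its 2 other tested probes gave 1.85 and 2.45 after short exposure and -0.20 and 0.44 after long exposure.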

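Of 74 DMT loci tested after short exposure, 5 were upregulated and 3 downregulated. Os12g0518200 rose most, by 3.57 ± 0.37 (SD, n = 3) with a control above background on 2 of 3 arrays. After long exposure the mean log2 ratios of DMT loci lay between -0.82 and 0.87; 48 had an unadjusted p under 0.05, and limma and the methods' t-test each called 0 at 2-fold.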

**Table 5:** Ferulic acid-responsive transcripts related to transporter

				**Short exposures**		**Long exposures**	
**Family name**	**In genome**	**On array**	**Detected**	**Increase **^**a**^	**Decrease**	**Increase**	**Decrease**
**ATP-dependent**							
ATP-binding Cassette (ABC) Superfamily	130	115	80	17*	1	3	0
P-type ATPase (P-ATPase) Superfamily	45	42	37	3	0	0	0
**Ion channels**							
Ammonia Transporter Channel (Amt) Family	12	8	7	0	2	0	0
Annexin (Annexin) Family	9	6	6	1	0	1	0
Glutamate-gated Ion Channel (GIC) Family of Neurotransmitter	21	12	10	1	0	1	0
Major Intrinsic Protein (MIP) Family	37	33	24	0	0	0	1
**Secondary transporter**							
Amino Acid/Auxin Permease (AAAP) Family	63	52	41	5	0	0	0
Auxin Efflux Carrier (AEC) Family	19	16	11	2	1	0	0
Amino Acid-Polyamine-Organocation (APC) Family	27	22	20	1	0	0	0
Aromatic Acid Exporter (ArAE) Family	14	13	6	1	0	1	0
Arsenite-Antimonite (ArsB) Efflux Family	3	3	3	1	0	0	0
Ca2+:Cation Antiporter (CaCA) Family	16	15	13	1	0	0	0
Chloride Carrier/Channel (ClC) Family	9	9	8	0	1	0	0
Divalent Anion:Na + Symporter (DASS) Family	7	7	5	1	0	0	0
Drug/Metabolite Transporter (DMT) Superfamily	123	106	86	4	1	0	1
K + Transporter (Trk) Family	7	7	2	1	0	0	0
Mitochondrial Carrier (MC) Family	61	59	55	2	0	0	0
Major Facilitator Superfamily (MFS)	151	133	103	9	2	1	1
Multidrug/Oligosaccharidyl-lipid/Polysaccharide (MOP) Flippase Superfamily	57	44	34	5	1	0	0
Monovalent Cation:Proton Antiporter-2 (CPA2) Family	20	18	4	1	0	1	0
Proton-dependent Oligopeptide Transporter (POT) Family	86	74	50	5	0	0	0
Telurite-resistance/Dicarboxylate Transporter (TDT) Family	9	8	4	0	1	1	0
Sulfate Permease (SulP) Family	14	14	13	1	0	0	0
Zinc (Zn^2+^)-Iron (Fe^2+^) Permease (ZIP) Family	18	16	12	2	0	0	0

^a^ Functional categories of genes, total number of genes found within the rice genome, numbers of genes present on and detected on arrays, and numbers of genes showing significant differences (FDR <0.1) in transcript abundance are shown in rows and columns labeled accordingly. Transporter families that are overrepresented in the response group are shown with asterisks (P < 0.05).

These observations were further supported by comparison of metabolism genes by use of MapMan. Genes encoding ATP-binding cassette-type and AAAP transporters were differentially regulated in the early (1 and 3 h) response to FA (Figure 2B). MapMan analysis revealed that AAAP transporters were significantly upregulated by FA treatment.

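The MapMan bins were not analysed here, and the AAAP list of Table S5 was tested in their place. After short exposure 25 of 39 AAAP loci had a mean log2 ratio above 0, with a median of 0.178 against -0.088 for all other loci. Competitive testing with limma's camera, at a preset inter-gene correlation of 0.01, gave p = 0.059 for a shift upward, and 0.089 after adjustment over the AAAP, ethylene and JA sets. The rank sum test that the paper used gave p = 0.043 across the loci, which are not independent replicates, and 0.064 after the same adjustment. With fry p was 0.027, whereas camera with an estimated inter-gene correlation gave 0.22. After long exposure 24 of 38 AAAP loci were above 0 (adjusted p = 0.0999 over the 3 sets with limma's camera, 0.041 without replicate 3, and 0.023 with fry), and the difference between exposures had an adjusted p = 0.51.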

### Expression profiles of phytohormone-related genes

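Table S6 names 323 phytohormone loci, of which 296 have a probe and 215 were tested after short exposure. In all 28 were upregulated and 1 downregulated, and the same 29 calls were counted adjusted over the list alone. Without a signal filter the count was 39. By hormone, 8 upregulated loci belong to abscisic acid, 7 to jasmonic acid, 4 to auxin, 3 to gibberellin, 3 to ethylene, 2 to cytokinin and 1 to brassinosteroid. OsNCED2 (Os12g0617400), an abscisic acid gene, was at least 6.97-fold higher. GA2ox3 (Os01g0757200) reached 3.03 ± 0.19 (SD, n = 3), OsIAA9 (Os02g0805100) 2.26 ± 0.02 and OsCKX5 (Os01g0775400) 2.21 ± 0.36. After long exposure 1 of 201 tested loci was upregulated and 4 were downregulated, and with replicate 1 left out 9 were called.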

Among 324 phytohormone-related genes, 297 were present on our arrays, and 25 were significantly upregulated with FA treatment (Table 6, Additional file 10: Table S6). One jasmonic acid (JA) biosynthesis gene, *OsAOS2* (Os03g0767000) and six JA signaling genes (Os03g0180900, Os10g0392400, Os03g0402800, Os03g0181100, Os03g0180800, and Os09g0439200) were upregulated by FA exposure; none were downregulated during the same time of exposure. 

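After short exposure the log2 ratio was 1.37 ± 0.10 (SD, n = 3) for OsAOS2. The 6 signaling genes encode ZIM domain proteins, with 3.08 ± 0.30 for OsJAZ2 (Os10g0392400, control above background on 1 of 3 arrays), 2.24 ± 0.37 for OsJAZ1 (Os03g0180900), 2.08 ± 0.36 for ZIM-3 (Os03g0180800), 1.66 ± 0.23 for OsJAZ5 (Os03g0181100), 1.62 ± 0.25 for OsJAZ7 (Os09g0439200) and 1.37 ± 0.09 for OsJAZ4 (Os03g0402800). Adjusted p lay between 2.94e-05 and 0.00016 for all 7 (limma), and the methods' t-test also called 7. They are 1 of 14 tested biosynthesis loci and 6 of 9 tested signaling loci of Table S6, and without a signal filter 11 JA loci were upregulated. Of 23 JA loci, 18 lay above 0, with a median of 0.58 (adjusted p = 2.39e-05 over 3 sets, limma's camera). At an inter-gene correlation estimated from the arrays the unadjusted camera p was 0.073, so the call held under fry (p = 0.0022) but not there.

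**Figure D2:**
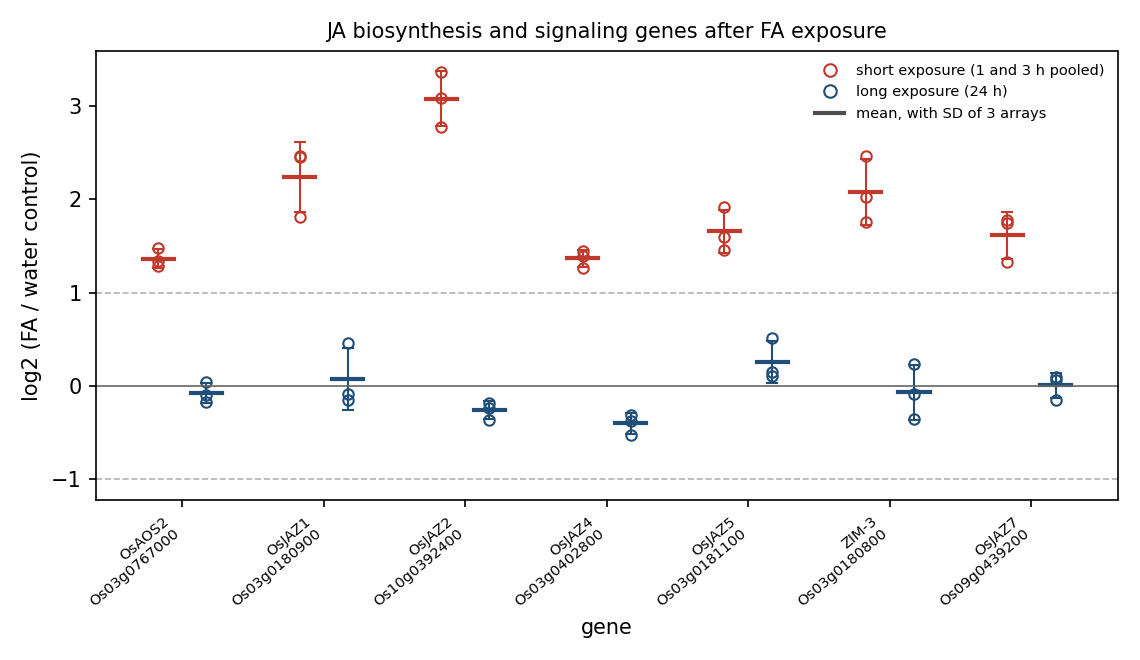
Log2 ratio of FA over water control for the JA genes upregulated after short exposure, with 1 point per array, horizontal bars for the mean and error bars for the SD of 3 arrays; red is short exposure (1 and 3 h pooled), blue long exposure (24 h), and dashed lines mark a 2-fold change. The short-exposure means lie between 1.37 and 3.08, and the long-exposure means between -0.40 and 0.26.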

MapMan analysis revealed that ethylene (ET) synthesis and signaling genes were significantly upregulated by FA treatment (Figure 2C).

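Of 21 ethylene loci of Table S6 tested after short exposure, 3 were upregulated, all of them biosynthesis genes. OsACO5 (Os05g0149400) reached 3.88 ± 0.25 (SD, n = 3), OsACS2 (Os04g0578000) 2.94 ± 0.39 and OsACO4 (Os11g0186900) 2.32 ± 0.25. The 13 tested ethylene signaling loci stayed between -0.91 and 0.73; 10 had an unadjusted p under 0.05, and limma and the methods' t-test each called 0 of them at 2-fold. As a set, 10 of 20 ethylene loci lay above 0 with a median of 0.05 (adjusted p = 0.23 over 3 sets, limma's camera). The unadjusted p was 0.26 with the rank sum test across loci and 0.52 with camera and an estimated inter-gene correlation. With fry, which tests the set against 0 and not against other loci, it was 0.027. These tests used the ethylene list in place of the MapMan bin.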

**Table 6:** Ferulic acid-responsive transcripts related to phytohormones

					**Short exposures**		**Long exposures**	
**Functional categories**		**In genome**	**On arrary**	**Detected**	**Increased **^**a**^	**Decreased**	**Increased**	**Decreased**
**Ethylene**	**Total**	**29**	**27**	**22**	**3**	**0**	**0**	**0**
	Biosynthesis	13	11	10	3	0	0	0
	Signaling	16	16	12	0	0	0	0
**JA**	**Total**	**38**	**34**	**34**	7*	**0**	**0**	**0**
	Biosynthesis	27	24	16	1	0	0	0
	Signaling	11	10	10	6	0	0	0

^a^ Functional categories of genes, total number of genes found within the rice genome, numbers of genes present on and detected on arrays, and numbers of genes showing significant differences (FDR <0.1) in transcript abundance are shown in rows and columns labeled accordingly.

Phytohormone families that are overrepresented in the response group are shown with asterisks.

### Expression profiles of signaling genes and TFs

Perception and transmission of stress signals are important aspects of the plant response to environment stress. Protein kinases are crucial in these signaling pathways. The activation of signal transduction pathways connects the actions of protein kinases, TFs and the downstream stress-responsive genes. In total, 51 protein kinase genes were upregulated by FA, and 16 were downregulated (Figure 3A, Additional file 11: Table S7). 

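Table S7 names 1169 protein kinase loci, and 683 were tested after short exposure. Of these 66 were upregulated and 29 downregulated, with the same 95 counted adjusted over the list alone. Normexp with loess gave 59 loci, and no signal filter 140. After long exposure 2 of 668 tested kinase loci were upregulated and 9 downregulated, and without a signal filter 32 were called.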

Nearly all of the FA-responsive kinases were associated with the receptor-like kinase (RLK) family. 

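Receptor-like kinase (RLK) loci, taken from the list of Table S11, made up 72 of the called kinase loci after short exposure, with 51 upregulated and 21 downregulated of 402 tested. With normexp and loess 41 were upregulated and 5 downregulated. The largest mean ratio was that of Os08g0374600, known only to be at least 14.0-fold higher after short exposure, with no control array well above background. After long exposure 2 of 395 tested RLK loci were upregulated and 7 downregulated; filtering instead on probes well above background on every array gave 10 upregulated loci.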

In total, 40 RLK family genes were significantly upregulated and 15 were downregulated after short and long FA exposure. The leucine-rich repeat VIII (LRR-VIII) and receptor-like cytoplasmic kinases VII (RLCK-VII) subfamilies of the RLK family were significantly upregulated with FA treatment.

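In the LRR-VIII subfamily 5 of 23 tested loci were upregulated after short exposure (21.7%), against 46 of the other 379 RLK loci (12.1%), with p = 0.15 (Fisher's exact test, one-sided; adjusted p = 0.20 over the 4 families). For RLCK-VII it was 8 of 38 (21.1%) against 43 of 364 (11.8%), with p = 0.090 by the same exact test (adjusted p = 0.18). Set against all other tested loci on the array in place of RLK loci, the exact p was 0.020 for LRR-VIII and 0.0043 for RLCK-VII. One array matters here: without replicate 1 LRR-VIII had 7 upregulated loci and an exact p of 0.019 against RLK loci, and without replicate 2 it had 4 and 0.28. The largest increases were those of Os03g0407900 in RLCK-VII (2.52 ± 0.37, SD, n = 3) and Os05g0261700 in LRR-VIII (2.00 ± 0.31). After long exposure the brightest probes of LRR-VIII loci lay between -0.76 and 0.56 and those of RLCK-VII loci between -0.99 and 0.67. By these probes 14 and 17 loci had an unadjusted p under 0.05, and limma and the methods' t-test called 0 at 2-fold. The other probe of the LRR-VIII gene Os05g0257100 gave 1.84 after long exposure. In each subfamily 7 loci were called higher after short than after long exposure, with an adjusted p under 0.1 and a difference of at least 2-fold (limma).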

**Figure 3:**
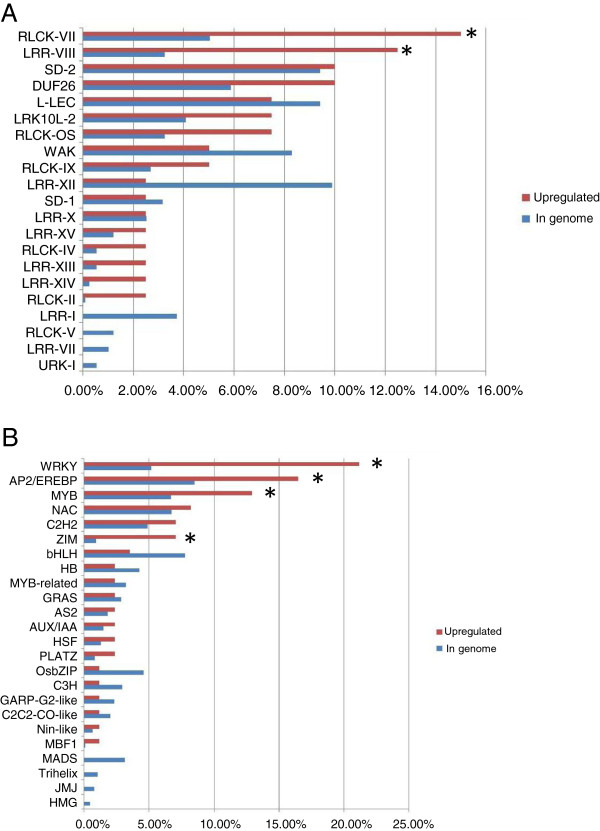
**Family classifications of FA stress response genes.** Twenty-one receptor like kinase (RLK) protein kinase families (**A**) and 24 transcription factor families (**B**) were regulated by FA stress. Red bars represent the percentage of upregulated genes (fold change ≥2; FDR < 0.1) in each protein kinase or transcription factor family. Blue bars refer to the percentage of genes per kinase or transcription factor categories with respect to the entire number of kinases or transcription factors in the genome. Fisher’s exact test was used to assess the significance of overrepresented protein kinase and transcription factor families. Asterisks indicate families that were significantly overrepresented in the response group (*P* < 0.05).

We found 107 TFs significantly regulated by FA: 85 were significantly upregulated and 22 downregulated after short and long exposure. Transcription factors regulated by FA stress predominantly belong to the APETALA2/ET response factor (AP2/ERF), MYB, WRKY and Zinc-finger protein expressed in inflorescence meristem (ZIM) families (Figure 3B, Additional file 12: Table S8). 

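The copy of Table S8 used here holds 332 of the 1930 transcription factor genes that the paper lists, with AP2/ERF complete, and no enrichment was tested. Of 87 AP2/ERF loci tested, 18 were upregulated and 1 was downregulated after short exposure, 19 also adjusted over the list alone. Dropping the signal filter gave 26 calls, and requiring a 2-fold change on every array 14. AP2/ERF-58 (Os03g0860100) rose most, by 3.81 ± 0.25 (SD, n = 3). After long exposure 1 of 87 was upregulated and 1 downregulated, and the methods' t-test called 0 of them.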

From rice genome sequence data, 164, 129, 100 and 18 genes have been identified for the AP2/ERF, MYB, WRKY and ZIM families, respectively. 

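For the WRKY, MYB and ZIM families the loci were taken from the descriptions in Table S1, which the paper compiled from the same arrays, so the calls are not independent evidence. After short exposure 11 of 14 tested WRKY loci, 7 of 8 MYB loci and 6 of 6 ZIM loci were upregulated. After long exposure 2 WRKY and 3 MYB loci were, and requiring a 2-fold change on every array left 1 and 0. WRKY71 (Os02g0181300) had the largest WRKY change, 3.14 ± 0.23 (SD, n = 3) after short and 0.50 ± 0.18 after long exposure. The largest MYB change was 2.27 ± 0.42 at Os05g0442400, with a control above background on 1 of 3 arrays.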

In our rice roots, FA induced 14 AP2/ERF, 11 MYB, 17 WRKY and 6 ZIM families.

### Transporters, TFs, and protein kinases specifically altered by FA and juglone

We compared transporters, TFs, and protein kinases regulated by exposure to FA and to the ROS-generating allelochemical juglone (Figure 4). 

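Juglone arrays were not analysed here, and the juglone values are the paper's, from Tables S9 and S11. Across 784 transporter loci the mean log2 ratio after short FA exposure correlated with the paper's juglone value (Pearson's r = 0.786), and across 401 RLK loci likewise (r = 0.789); these are correlations across loci, which are not independent replicates. After long exposure r was 0.158 and 0.087. Short minus long ratios, in which a constant dye effect cancels, gave r = 0.776 and 0.803. These 6 correlations carry no p, because loci share regulation. Table S10 was held only in part, and transcription factors were not compared.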

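Amino acid/auxin permease (AAAP) loci were upregulated 5 times by short FA exposure and 1 time in the paper's juglone values, and that locus was among the 5. The call shared with juglone was lost where a 2-fold change was required on every array, leaving 4 with FA. Over the 40 loci the median log2 ratio was 0.151 with FA, and the median of the paper's juglone values was -0.090. Over all 786 transporter loci these medians were -0.083 and -0.223, so the AAAP median lay above that of all transporters with both chemicals. The AAAP values correlated across loci (Pearson's r = 0.743). The difference between the chemicals was not tested, as the juglone replicates were not analysed here.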

Genes encoding AAAP transporters responded relatively specifically to FA (Additional file 13: Table S9). Comparison of the TFs induced by juglone after short FA exposure revealed that only half of the genes (48 of 84) reported in our previous study [35] showed changed expression in this study (Additional file 14: Table S10). The WRKY and Myb TFs responded significantly to FA stress. 

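Under short FA exposure 5 loci of the leucine-rich repeat VIII (LRR-VIII) and 3 of 17 tested loci of the SD-2b receptor-like kinases were upregulated, and in the paper's juglone values 1 of each subfamily was. Each juglone locus was also among those called with FA. Among the alternatives, however, the LRR-VIII overlap was 0 with replicate 2 left out and with 2-fold on every array. The SD-2b overlap was 0 with normexp and loess. With at least 100 on every array, 0 of the tested SD-2b loci were upregulated by juglone, so that alternative cannot show whether the shared call was lost. For comparison, 26 RLK loci were upregulated by juglone in the paper's values and 20 of these also by FA. With FA 17.6% of SD-2b loci were upregulated against 12.5% of other RLK loci, a difference that was not significant (p = 0.37 by Fisher's exact test, one-sided, and likewise over the 4 families). The median SD-2b ratio was 0.38 with FA and 0.70 in the paper's juglone values. The SD-2b gene with the largest change, Os05g0166300, fell to -2.63 ± 0.93 (SD, n = 3) after short exposure, with an FA signal above background on 1 of 3 arrays, and to -1.21 ± 0.53 after long exposure.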

Comparison of the protein kinase genes induced by juglone revealed that the LRR-VIII and SD-2b families responded significantly to FA stress (Additional file 15: Table S11).

**Figure 4:**
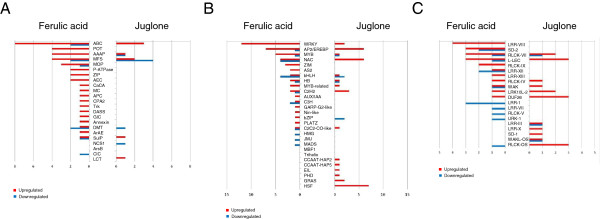
**Comparison of gene regulation by FA and juglone.** FA and juglone specific regulation of transporters (**A**), transcription factor**s** (**B**), and protein kinases (**C**). Genes repressed or activated by FA or juglone are in blue (fold change ≤0.5) and red (fold change ≥2), respectively.

## Discussion

Autotoxicity is intraspecific allelopathy and plays an important role in plant growth inhibition and structuring plant communities [1]. Here, we observed that treatment with 50 ppm of the autotoxic chemical FA inhibited rice root length by 50% (Figure 1). Plant growth as well as response to stress is controlled by phytohormones [38]. Our microarray assay revealed changed expression of ET and JA biosynthesis and signaling genes in rice roots with FA treatment (Table 6). Xu et al. [39] reported that the combination of ET and JA synergistically induced the expression of defense genes in plants. Hua and Meyerowitz [40] and Staswick et al. [41] reported that JA and ET treatment inhibited plant root elongation. Our results suggest that these two hormones may be involved in FA-induced inhibition of root growth in rice. In addition, we found that FA inhibited crown root, lateral root and root hair formation. 

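After long exposure the JA list leaned the other way, with 5 of 17 loci above 0 and a median log2 ratio of -0.108 (adjusted p = 0.0999 over 3 sets, limma's camera). OsAOS2 was at -0.08 ± 0.11 (SD, n = 3) and the JA signaling loci lay between -0.40 and 0.26. Over all 19 JA loci tested, 11 had an unadjusted p under 0.05, and limma and the methods' t-test called 0 at 2-fold. The direct comparison of exposures placed 18 of 21 JA loci higher after short exposure, with a median difference of 0.81 (adjusted p = 4.98e-08, limma's camera). The call held under fry (adjusted p = 9.50e-05) and with an estimated inter-gene correlation (adjusted p = 0.047). Camera at the preset correlation also gave a p between 0.00032 and 0.034 for every other split of the arrays, 3 against 3. A small camera p therefore does not by itself set the real split apart. All long-exposure arrays share a slide that holds no short-exposure array, so slide and exposure time are not separated. Ethylene loci had a median of -0.040 but a mean of 0.012 after long exposure (adjusted p = 0.93), and the exposures differed by a median of 0.14 (adjusted p = 0.11, and 0.020 by fry). OsACS5 (Os01g0192900) was downregulated at -1.29 ± 0.28 after long exposure, whereas OsACO4 was at 0.77 ± 0.36 and OsACS2 at 0.45 ± 0.23. From the changed expression of ET and JA genes, and from reports that both hormones inhibit root elongation, the paper proposes that they may be involved in the inhibition of root growth by FA.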

FA repressed the expression of two lateral-root genes (*ARF-16*, Os06g0196700; *OsCel9C*, Os05g0212300) and one root-hair–related gene in rice roots (*OsCSLD1*, Os10g0578200) (Table 3). Examination of the RiceXPro database revealed that JA repressed the expression of these genes (*ARF-16*, *OsCel9C* and *OsCSLD1*) [42]. Therefore, our results suggest that JA may involve in FA-induced morphogenic response in roots by regulating these root architecture- related genes.

In general, cell walls become lignified when cell expansion decreases or when the cell is under stress [43]. Previous study indicated that lignification may be an important step in root growth reduction in FA-stressed soybean [21]. Our FA treatment upregulated genes involved in the cell-wall macromolecule metabolic process (GO:0044036, FDR 6.10E-13), particularly cell-wall reassembly. The expression of cell-wall-related genes, most notably the expansins, was enriched by FA treatment. Cosgrove found that expansins are a group of wall proteins that induce wall stress relaxation and extension [44]. Increased expansin gene activity may be involved in stress relaxation in FA-treated roots.

Increased ROS levels are an important component of the stress induced by allelochemicals [45]. Ferulic acid modifies various oxidative reactions *in vitro* by acting as a substrate, activator or inhibitor depending on the concentration [46,47]. Reactive oxygen species are toxic to plant tissues and can trigger cell growth inhibition and cell death. In addition, they may act as signal molecules involved in triggering tolerance against various environmental stresses. In this study, FA rapidly induced ROS production in rice roots. Ferulic acid-induced lipid peroxidation of roots was positively confirmed by Schiff’s reagent staining (Additional file 3: Figure S3). We found a steady increase in LOX activity in response to FA (Additional file 3: Figure S3). Thus, FA may increase ROS accumulation, lipid peroxidation, and LOX activity to affect cell integrity in rice roots and contribute to FA-induced root growth inhibition.

Many studies have provided evidence that ROS signaling is integrated with calcium signaling networks in plants. Saijo et al. [48] and Martín and Busconi [49] demonstrated rapid increase in cytoplasmic calcium concentrations in plant cells in response to multiple stress stimuli. The change in cytoplasmic calcium concentrations is critical for activating various defense responses [50]. We found that FA increased calcium levels in rice roots. Thus, ROS and calcium may act as early second messengers in the transcriptional activation of an array of defense-related genes in rice roots under FA stress.

Conjugated forms of xenobiotics can be recognized by specific membrane-associated transporters in the final detoxification phase [32]. Our GO analysis notably revealed the term “primary active transmembrane transporter activity”. We found 64 membrane-transporter–like sequences induced by FA, including 17 putative ABC, nine MFS, and five AAAP transporters. In plants, ABC and MFS transporters represent different multidrug efflux protein superfamilies associated with resistance to xenobiotics [32]. The ABC transporters facilitate the movement of glutathionylated toxins and other substrates across biological membranes [51]. We found 17 and three ABC transporter genes upregulated by short and long FA exposure, respectively. Thus, expression of ABC transporters, which work in conjunction with other detoxifying systems, was found primarily with early stages of FA stress. 

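After long exposure 5 of 69 tested ABC loci were upregulated (7.25%), against 10 of 709 other transporter loci (1.41%), with p = 0.0071 (Fisher's exact test, one-sided; adjusted p = 0.028 over 4 families). One array decides part of this: with replicate 1 left out 3 ABC loci were upregulated and the p was 0.066. The methods' t-test gave 3 loci and an exact p of 0.027, which became 0.108 over the 4 families, and without a signal filter the p over the 4 families was 0.096.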

The AAAPs are efficient transporters of proline and betaine [52] that accumulate in higher plants under stress conditions such as drought, salinity, extreme temperatures, UV radiation, and heavy metals [53,54]. Previous reports have demonstrated a positive relationship between proline and betaine accumulation and plant stress tolerance [55,56]. Our observed induction of AAAPs by FA indicates their possible involvement in plant tolerance to autotoxin stress.

Protein kinases are important signaling molecules in the plant response to environment stress. Multiple plant RLK members are involved in the stress response [57-59]. Among 40 RLK genes we found upregulated with FA treatment, LRR-VIII and RLCK-VII subfamilies were identified as significantly participating in transcriptional regulation (Additional file 11: Table S7). The involvement of LRR-VIII and RLCK-VII in stress responses was previously reported [58]. Thus, differential expression of a number of transmembrane receptor kinases with FA exposure suggests that multiple receptors belonging to different families may have unique regulatory mechanisms.

Responses to abiotic stresses require the production of important regulatory proteins such as TFs to mediate the expression of downstream stress-responsive genes. We found that the major TFs, AP2/ERF, MYB, WRKY, and ZIM, were overrepresented in the response to FA. The AP2/ERF, MYB, and WRKY TFs have been isolated from different plants and are important candidates for the stress tolerance response; in rice, the overexpression of AP2/ERF, MYB, and WRKY conferred significant tolerance to abiotic stresses [60-63]. Transcription factors of ZIM have been intensively investigated because of the role of these proteins as key regulators of the jasmonate hormonal response in *Arabidopsis* and rice [64]. Here, we found that FA upregulated six ZIM genes. 

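After long exposure 5 of these 6 ZIM loci were tested. OsJAZ1 was at 0.07 ± 0.33 (SD, n = 3), OsJAZ5 at 0.26 ± 0.22 and OsJAZ7 at 0.01 ± 0.13. ZIM-3 was at -0.07 ± 0.30, a value that became 0.02 under normexp and loess, and OsJAZ4 was lower at -0.40 ± 0.11 (adjusted p = 0.0064, limma). All 6 ZIM loci had a higher ratio after short than after long exposure.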

Overexpression of *ZIM-3* (Os03g0180800), a stress-inducible gene, was found to significantly increase tolerance to salt and dehydration stresses [64]. The observed induction of AP2/ERF, MYB, WRKY, and ZIM TFs during FA treatment indicates their possible involvement in plant resistance to autotoxin stress.

Reactive oxygen species are secondary messengers for the activation of specific TFs. We found that FA induced ROS production. Therefore, we compared the set of our FA-regulated TFs to those regulated by exposure to juglone, an ROS-generating allelochemical [35]. Our results suggest that WRKY and Myb TFs and LRR-VIII and SD-2b kinases might regulate downstream genes under FA stress but not general allelochemical stress (Figure 4). Moreover, 64 transporters were upregulated by FA, but only 31 transporters were upregulated by juglone. 

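Counted over the 786 transporter loci tested with FA, the paper's juglone values give 32 upregulated loci beside the 70 upregulated by short FA exposure, and 24 loci were upregulated by both. This overlap was 21 to 25 under the alternatives set in advance. ABC loci account for 10 of the 24 and for 14 of the 32, and MFS loci for 3 of the 24.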

The number of upregulated genes encoding transporters was more under FA than juglone stress. Especially, the AAAP transporter family was regulated significantly by FA stress but not by juglone (Figure 4). The AAAPs are efficient transporters of osmoprotectants such as proline, glycinebetaine and gamma-aminobutyric acid [52] that accumulate in higher plants under stress conditions. This observation could be related to detoxification of the autotoxin in rice roots. The AAAP transporters may play an important role in the FA-triggered autotoxicity mechanism.

## Conclusions

FA may have a significant effect on inhibiting rice root elongation through ET and JA gene regulation. Detoxification enzymes such as cytochrome, GST, and ROS scavengers are involved in protecting against FA toxicity. Moreover, proteins involved in regulatory functions and signal transduction, including TFs, calcium-regulated proteins, and various protein kinases, play important roles in the response to FA stress (Figure 5). Future studies with rice mutants or overexpressors with altered expression of the genes identified in this work will be helpful to elucidate their biological significance and clarify new pathways involved in toxicity and tolerance to FA.

**Figure 5:**
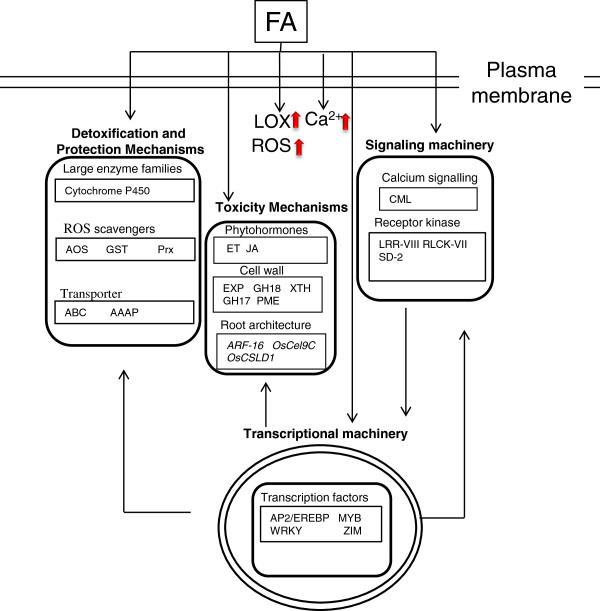
Molecular mode of action of the allelochemical FA in cellular processes and response/regulatory pathways.

## Methods

### Plant materials

Rice plants (*O. sativa* L. cv. TN-67) were grown as previously described [65]. Rice seedlings were exposed to FA (25 to 200 ppm) for 1 to 24 h. Control plants were treated with water in parallel for the indicated times.

### Analysis of growth

Rice seeds were surface-disinfected with 2.5% (v/v) sodium hypochlorite (Katayama, Osaka, Japan) for 15 min, then thoroughly washed in distilled water. Seeds were placed in 9-cm Petri dishes containing 20 ml distilled water and left at 37°C in the dark. After 2 d of incubation, uniformly germinated seeds were transferred to Petri dishes with filter paper discs (Advantec, Tokyo) moistened with 10 ml distilled water. Each Petri dish contained 15 germinated seeds grown at 27°C in the dark for 3 d. Once the roots reached 0.2 cm in length, they were used for experiments of exposure to FA (Sigma, St. Louis, MO, USA) under sterile conditions in the same Petri dish. Ferulic acid was added at final concentrations of 0 to 200 ppm for varying treatment durations. Root length was measured after 3 d of incubation at 26°C in darkness. Mean root length was obtained from 15 individual seedlings from at least 3 separate experiments. To determine the number of crown root and lateral roots, the number of all emerged lateral roots on seminal roots was counted by the naked eye. Root samples of 6-day-old rice seedlings were treated with FA for 3 days. The values of crown root and lateral root number represent the mean of 15 seedlings. The value of lateral root length represents the mean of 200 lateral roots. For root hair measurement, after 24-h FA treatment, the number and length of root hairs on the root hair zone immediately behind the root tip (3–4 mm behind the root tip) of seminal roots were determined by microscopy (Leica MZ125) (Leica Microsystems, Heerbrugg, Switzerland). To determine number of root hairs, the number of root hairs from one side of the root hair zone of seminal roots was counted. To determine the length of root hairs, the length of the 20 longest root hairs from the root hair zone of seminal roots was measured.

### Detection of ROS and calcium levels in rice roots

Root samples of 6-day-old rice seedlings were labeled with 10 μM CM-H_2_DCF-DA (Molecular Probes, Eugene, OR, USA) or Oregon Green 488 BAPTA-1 (Molecular Probes) for 30 min to determine ROS or calcium levels, respectively, then treated with 50 ppm FA for 1–3 h. Fluorescence images were visualized under a confocal microscope (EZ-C1; Nikon, Tokyo, Japan) with the 488-nm laser line of an Ar laser (2 mW optical fiber output; 500–530 nm). Exposure times were equal for all samples.

### Purification of total RNA

Total RNA was extracted from rice plants grown as described above [35] and treated with 50 ppm FA for 1–24 h. Roots were separated from shoots, and total RNA was isolated from root tissues with use of the RNeasy Plant Mini kit (QIAGEN, Hilden, Germany). The RNA was further treated with DNase (QIAGEN) to eliminated DNA contamination. The concentrations of total RNA samples were measured with use of NanoDrop ND2000 (NanoDrop Technologies, Wilmington, DE, USA). The purity of RNA samples was determined by OD_260/280_ and OD_260/230_. RNA samples of more than 2 μg/μl concentration and high purity (OD_260/280_ > 2, OD_260/230_ > 2) were used for microarray assay and RT-PCR.

### Microarray preparation and analysis

Six-day-old rice seedlings were exposed to 50 ppm FA for short (1 and 3 h) or long (24 h) durations, then RNA was isolated from root tips to examine rapid changes in global patterns of gene expression. We pooled RNA from the two short exposures to maximize gene discovery. RNA from water-treated (control) and FA-treated roots was used with the Agilent Rice Oligo microarray (4 × 44 K, custom-made; Agilent Technologies, Palo Alto, CA, USA) for RNA labeling and microarray hybridizations involved 3 biological replicate samples.

For the microarray assay, 0.5 μg total RNA was amplified by use of the Fluorescent Linear Amplification Kit (Agilent) and labeled with Cy3-CTP (control samples) or Cy5-CTP (FA-treated) (CyDye, PerkinElmer, Norwalk, CT, USA) during the *in vitro* transcription process. In total, 0.825 μg Cy-labeled cRNA was fragmented to a mean size of about 50–100 nt by incubation with fragmentation buffer (Agilent) at 60°C for 30 min. The fragmented-labeled cRNA was then pooled and hybridized to the Rice Oligo DNA Microarray 44 K RAP-DB (G2519F#15241; Agilent) at 60°C for 17 h. After a washing and blow-drying with a nitrogen gun, microarrays were scanned with use of an Agilent microarray scanner at 535 nm for Cy3 and 625 nm for Cy5. Scanned images were analyzed with use of Feature Extraction v9.5.3 (Agilent), with LOWESS normalization.

Signal intensities were extracted with use of Feature Extraction v9.5.3. For statistical analysis, we excluded genes with signal intensities < 100 in all experiments. Significant differences from 0 were identified by use of *t* test with GeneSpringGX11 (Agilent). The Benjamini-Hochberg false discovery rate (FDR) method was used to obtain *P*-values that were corrected for multiple testing. The fold change in expression of each gene after FA treatment was calculated by the mean from 3 biological replicates. Genes upregulated by FA treatment by more than two-fold (cutoff by FDR < 0.1) were extracted. Each probe was considered an individual gene and annotated according to the Rice Annotation Project Data Base (RAP-DB; http://rapdb.dna.affrc.go.jp/; Rice Annotation Project 2007, 2008). The dye swap was not included. 

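Because the ratio of a probe can carry a bias of its 2 dyes, the pattern across uncalled probes was examined. Among 23768 probes tested in both exposures and called in neither, short and long ratios correlated with r = 0.415 across probes, and over all 26127 such probes with r = 0.469. A response shared by the exposures and a constant dye bias would each give such a correlation. In the difference between exposures, where a constant bias cancels, 46.4% of the tested probes had an adjusted p under 0.1 (limma).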

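According to the scanner's records in the deposited files, replicates 1 and 2 of short exposure share slide 1, replicate 3 lies on slide 2, and the 3 replicates of long exposure share slide 3, each slide with its own scan. With slide as a random block, 1906 probes were upregulated and 635 downregulated after short exposure. The correlation within slides for this fit (-0.0987) was taken from all 6 arrays, since the 3 short arrays alone gave none. Because it is negative, the test became less strict: 19182 probes had an adjusted p under 0.1, against 18633 without the block (limma). The fit could therefore not show calls lost to a slide effect. Across 27005 probes, short replicate 3 differed from the mean of the other short arrays by at least 1 on the log2 scale in 246 probes (0.911%), with r = 0.927 across probes. The long-exposure arrays differed from that mean in 2430, 2614 and 2826 probes. Since each slide holds only 1 exposure, slide and exposure can be separated only through the 2 slides of short exposure.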

Three biological replicates were performed with 3 independent microarray slides for both short- and long-term FA treatments. Total RNA control samples were labeled with Cy3, and total RNA experimental samples (FA treatment) were labeled with Cy5.

FA-responsive genes were annotated according to the RAP-DB and TIGR Rice Genome Annotation Resource (http://rice.plantbiology.msu.edu/) [66] and were classified into functional categories by AgriGO gene ontology (GO) functional enrichment analysis [67]. For signaling, transcription factor (TF), and peroxidase functions, the lists of rice genes encoding protein kinases (1,467 genes), TFs (1,930 genes), the main ROS (343 genes), cell-wall–related genes (639 genes), and transporters (1,286 genes) were obtained from the Rice Kinase Database (http://rkd.ucdavis.edu) [68], the Database of Rice Transcription Factors (DRTF; http://drtf.cbi.pku.edu.cn/) [69], the peroxidase database (http://peroxibase.toulouse.inra.fr/) [70], Cell Wall Navigator (CWN; http://bioinfo.ucr.edu/projects/Cellwall/index.pl) [71], and TransportDB (http://www.membranetransport.org) [72], respectively. Fisher’s exact test (*P* < 0.05) [73] was used to assess the significance of overrepresented ROS, cell-wall, transporters, protein kinases and TFs in the list of regulated genes in the genome. The microarray data described in this study have been deposited in the Gene Expression Omnibus and are accessible with the series accession number [GEO: GSE34899] (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE34899) [74].

### MapMan display

The averaged signals for a given treatment were expressed relative to those for control samples, converted to a log2 scale and displayed by use of MapMan v3.5.1 [75]. *O. sativa* mapping files were imported into MapMan. Rice genes represented on the Rice Oligo DNA Microarray were organized by BINS and sub-BINS for display on the schematic map of the transport overview. Gene expression was analysed by the Wilcoxon Rank Sum test with uncorrected p value.

### Semi-quantitative RT-PCR

Total RNA was isolated from root tissues treated with 50 ppm FA for 3, 12, or 24 h by use of the RNeasy Plant Mini kit (QIAGEN) and purified with the RNase-Free DNase Set (QIAGEN). Primer sequences are in Supporting Information (Additional file 16: Table S12). The number of PCR cycles in the experiments was adjusted to the optimal conditions. The data was shown on the basis of at least three biological replicates. Amplicons were analyzed by 1% agarose gel electrophoresis, and PCR products were sequenced.

### Histochemical analyses and in-gel enzyme analyses

Histochemical detection of lipid peroxidation involved use of Schiff’s reagent [76]. In brief, freshly harvested rice roots were stained with Schiff’s reagent for 60 min, which detects aldehydes originating from lipid peroxides. Then roots were rinsed with potassium sulphite solution (0.5% [w/v] K_2_S_2_O_5_ prepared in 0.05 M HCl) and maintained in the solution. The isozymes of lipoxygenase (LOX) were separated on discontinuous polyacrylamide gels (stacking gel 4.5%, separating gel 10%) under non-denaturing and non-reducing conditions. Proteins were electrophoretically separated at 4°C and 80 V in the stacking gel, then 120 V in the separating gel. Isozymes of LOX were visualized as described [77].

## Abbreviations

AAAP: Amino acid/auxin permease; ABC: ATP-binding cassette; AOX: Alternative oxidases; AP2/ERF: APETALA2/ET response factor; BGAL: Beta-galactosidases; CM-H2DCF-DA: 5-(and-6)-chlormethyl-2′,7′-dichlordihydrofluorescein diacetate, acetyl ester; DCF: Dihydrodichlorofluorescein; DMT: Drug/metabolite transporter; DRTF: The Database of Rice Transcription Factors; ET: Ethylene; EXP: Expansins; FA: Ferulic acid; FDR: False discovery rate; GH17: Glycoside hydrolases 17; GH18: Yieldins; GO: Gene ontology; GPx: Glutathione peroxidase; GR: Glutathione reductase; Grx: Glutaredoxins; GST: Glutathione S-transferases; JA: Jasmonic acid; LOX: Lipoxygenase; LRR-VIII: Leucine-rich repeat VIII; MDAR: Monodehydroascorbate reductase; MFS: Major facilitator superfamily; PAE: Pectin acetylesterases; PAL: Phenylalanine ammonia-lyase; POD: Peroxidase; POT: Proton-dependent oligopeptide transporter; Prx: Class III peroxidase; PrxR: Peroxiredoxin; P-ATPase: P-type ATPase; Rboh: Respiratory burst oxidase homolog; RLCK: Receptor-like cytoplasmic kinase; RLK: Receptor-like kinase; ROS: Reactive oxygen species; TFs: Transcription factors; Trx: Thioredoxin; XTH: Xyloglucan endotransglycosylases/hydrolases; ZIM: Zinc-finger protein expressed in inflorescence meristem

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

WCC and YAC carried out the microarray studies and drafted the manuscript. YCH carried out the RT-PCR. SFF, CHC, NNT and YCC participated in the design of the study. HJH conceived the study, participated in its design and coordination, and helped to draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Figure S1. Detection of superoxide accumulation in rice roots during ferulic acid (FA) stress with nitroblue tetrazolium (NBT) staining. Rice seedling roots were treated with 50 ppm FA for 1–3 h. Click here for file

Additional file 2: Figure S2 Reactive oxygen species (ROS) production and calcium accumulation in rice roots during FA stress. (**A**) Root samples were labeled with 10 μM CM-H_2_DCF-DA for 30 min and treated with 50 ppm FA for 1–3 h. (**B**) Root samples were labeled with 10 μM Oregon Green 488 BAPTA-1, a calcium indicator, for 30 min and treated with 50 ppm FA for 1–3 h. The signals were quantified by use of ImageJ program producing histograms of signal intensity. The signal of the first sample on the panel was defined as 1.0 (arbitrary units), and other abundances were expressed relative to that value. Intensity values in each panel are color coded to represent the relative fold change in expression. Click here for file

Additional file 3: Figure S3 Lipid peroxidation in rice roots and time course of the response of lipoxygenase (LOX) activity with ferulic acid (FA) treatment in rice roots. (**A**) FA-induced lipid peroxidation. Roots were stained with Schiff’s reagent. (**B**) Rice roots were treated with 50 ppm FA for 3–24 h. Native polyacrylamide gel electrophoresis of root extracts containing 200 μg protein. Click here for file

Additional file 4: Table S1 Genes with expression responding to 50 ppm ferulic acid. Click here for file

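Table S1 lists the values behind the gene counts. In its upregulated short-exposure part the descriptions follow another order than the loci: of 200 loci that other tables of the paper also describe, 0 have the same description as listed and 200 have it when the descriptions are put in locus order. The other 3 parts need no such step, with 40 of 40, 15 of 15 and 16 of 16 descriptions matching as listed. After short exposure, and among probes called with the same sign on all 3 arrays, the largest mean ratios above 0 were at Os01g0698800 (at least 18.2-fold), Os08g0374600, Os07g0587300 (at least 9.08-fold), Os07g0418500 and Os07g0663900. The last had log2 ratios of 7.92, 7.92 and 3.11 on its 3 arrays, with a control above background on 1 of them. Since the controls of the other 4 were not measured, neither their order nor their rank above genes with a measured control is established. The largest decreases were at Os05g0166300, Os01g0827700 (a lipolytic enzyme gene, -2.61 ± 0.11, SD, n = 3), AP2/ERF-138 (Os09g0287000, -2.43 ± 0.18, FA signal above background on 1 of 3 arrays) and Os11g0256900, whose 2 probes were at least 1.94-fold and 1.99-fold lower. After long exposure the largest mean ratios above 0, whose order is open for the same reason, were at the P450 gene Os07g0635200 (at least 2.86-fold), Os08g0352100 (at least 3.65-fold), Os10g0481500 (at least 3.81-fold), Os09g0517200 (at least 2.20-fold) and the MtN3-like gene Os03g0347500 (3.58 ± 0.66, control above background on 1 of 3 arrays). The largest decreases then were at a chalcone synthase gene, Os05g0212900 (-2.20 ± 0.61, a call the methods' t-test did not make), Os06g0314000 (-2.24 ± 0.31), the O-methyltransferase gene Os11g0306400 (-2.25 ± 0.52), Os10g0177300 (at least 2.17-fold lower) and Os04g0127100 (at least 1.61-fold lower). The value of Os11g0306400 is not that of its brightest probe, which gave -2.34.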

Additional file 5: Table S2 Gene ontology analysis of 972 genes upregulated with 50 ppm ferulic acid. Click here for file

Additional file 6: Figure S4 Verification of microarray data by RT-PCR. The number of PCR cycles in the experiments was adjusted to the optimal conditions. The data was shown on the basis of at least three biological replicates. Click here for file

Additional file 7: Table S3 Expression profiles of cell wall-related genes induced by 50 ppm ferulic acid. Click here for file

Additional file 8: Table S4 Expression profiles of ROS-related genes induced by ferulic acid stress. Click here for file

Additional file 9: Table S5 Expression profiles of transporter genes induced by ferulic acid stress. Click here for file

Additional file 10: Table S6 Expression profiles of phytohormone-related genes induced by ferulic acid stress. Click here for file

Additional file 11: Table S7 Expression profiles of protein kinase genes induced by ferulic acid stress. Click here for file

Additional file 12: Table S8 Expression profiles of transcription factors induced by ferulic acid stress. Click here for file

Additional file 13: Table S9 Expression profiles of transporter genes induced by short exposure to ferulic acid or juglone. Click here for file

Additional file 14: Table S10 Expression profiles of transcription factors induced by short exposure to ferulic acid or juglone. Click here for file

Additional file 15: Table S11 Expression profiles of protein kinase genes induced by short exposure to ferulic acid or juglone. Click here for file

Additional file 16: Table S12 Oligonucleotide primers for semi-quantitative RT-PCR. Click here for file

# Supplementary material for: Autotoxicity mechanism of Oryza sativa: transcriptome response in rice roots exposed to ferulic acid
**Source:** BMC Genomics. 2013 May 25;14:351. doi: 10.1186/1471-2164-14-351
**Supplement:** Additional file 6: Figure S4 — Verification of microarray data by RT-PCR. The number of PCR cycles in the experiments was adjusted to the optimal conditions. The data was shown on the basis of at least three biological replicates.

## Slide 1
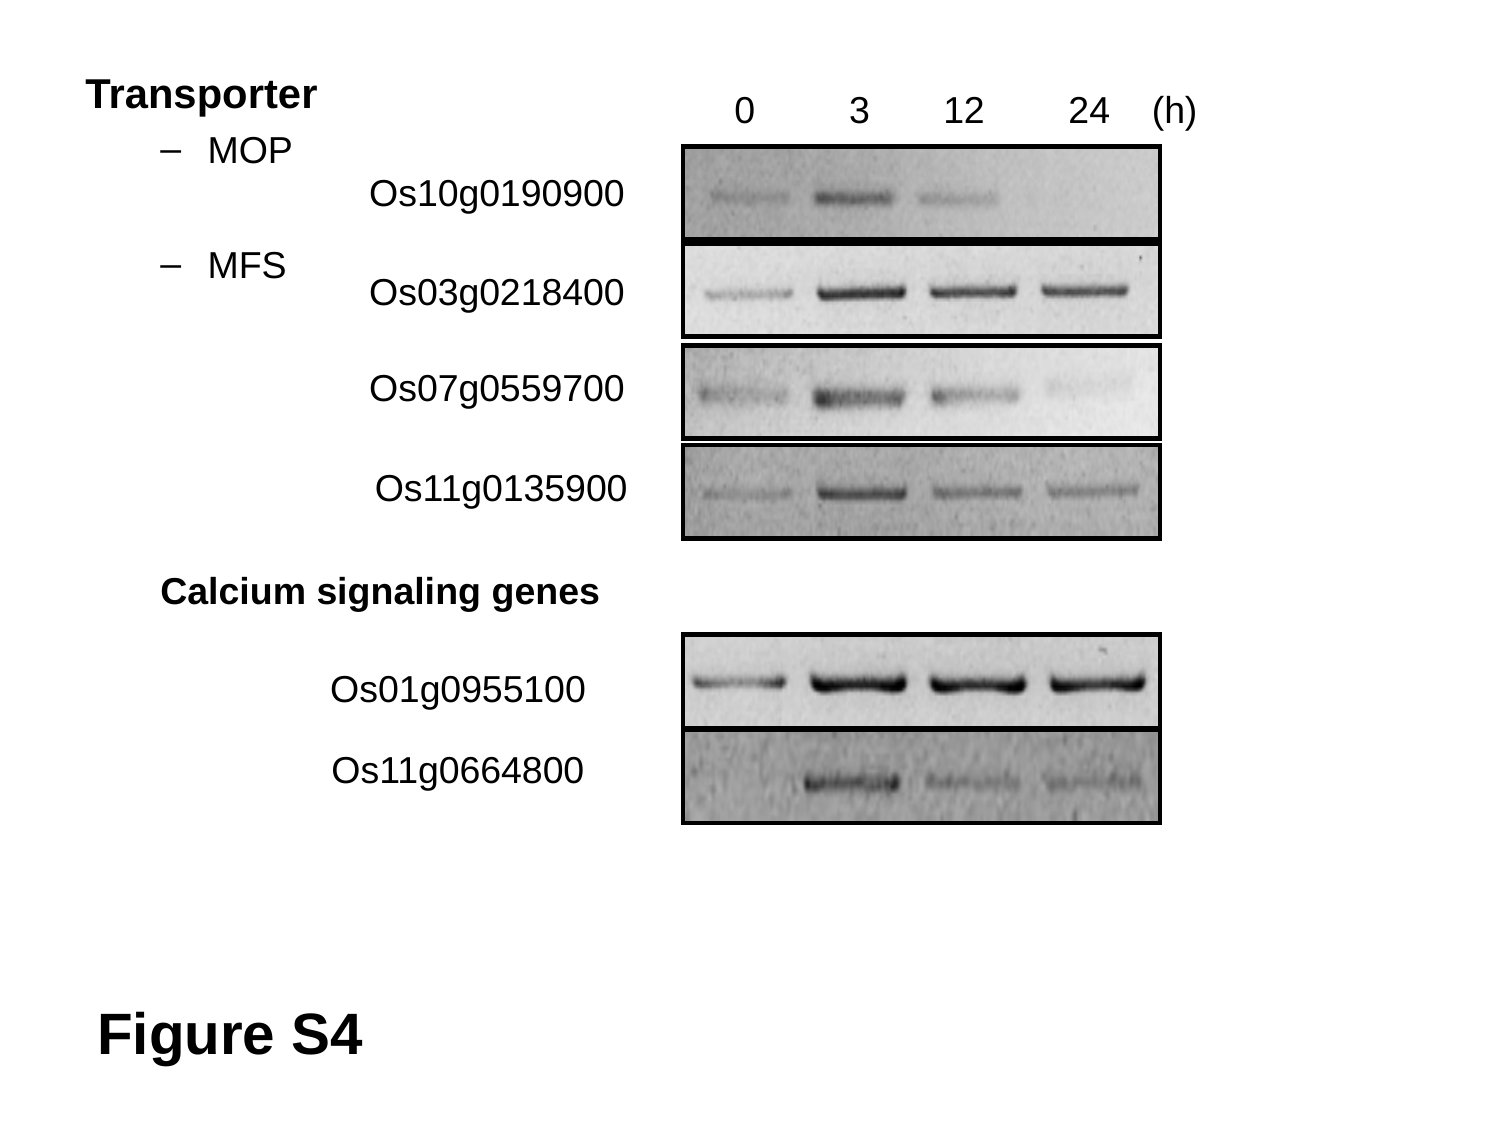

Transporter
MOP
MFS
Calcium signaling genes
 0 3 12 24 (h)
Os10g0190900
Os03g0218400
Os07g0559700
Os11g0135900
Os01g0955100
Os11g0664800
Figure S4

## Slide 2
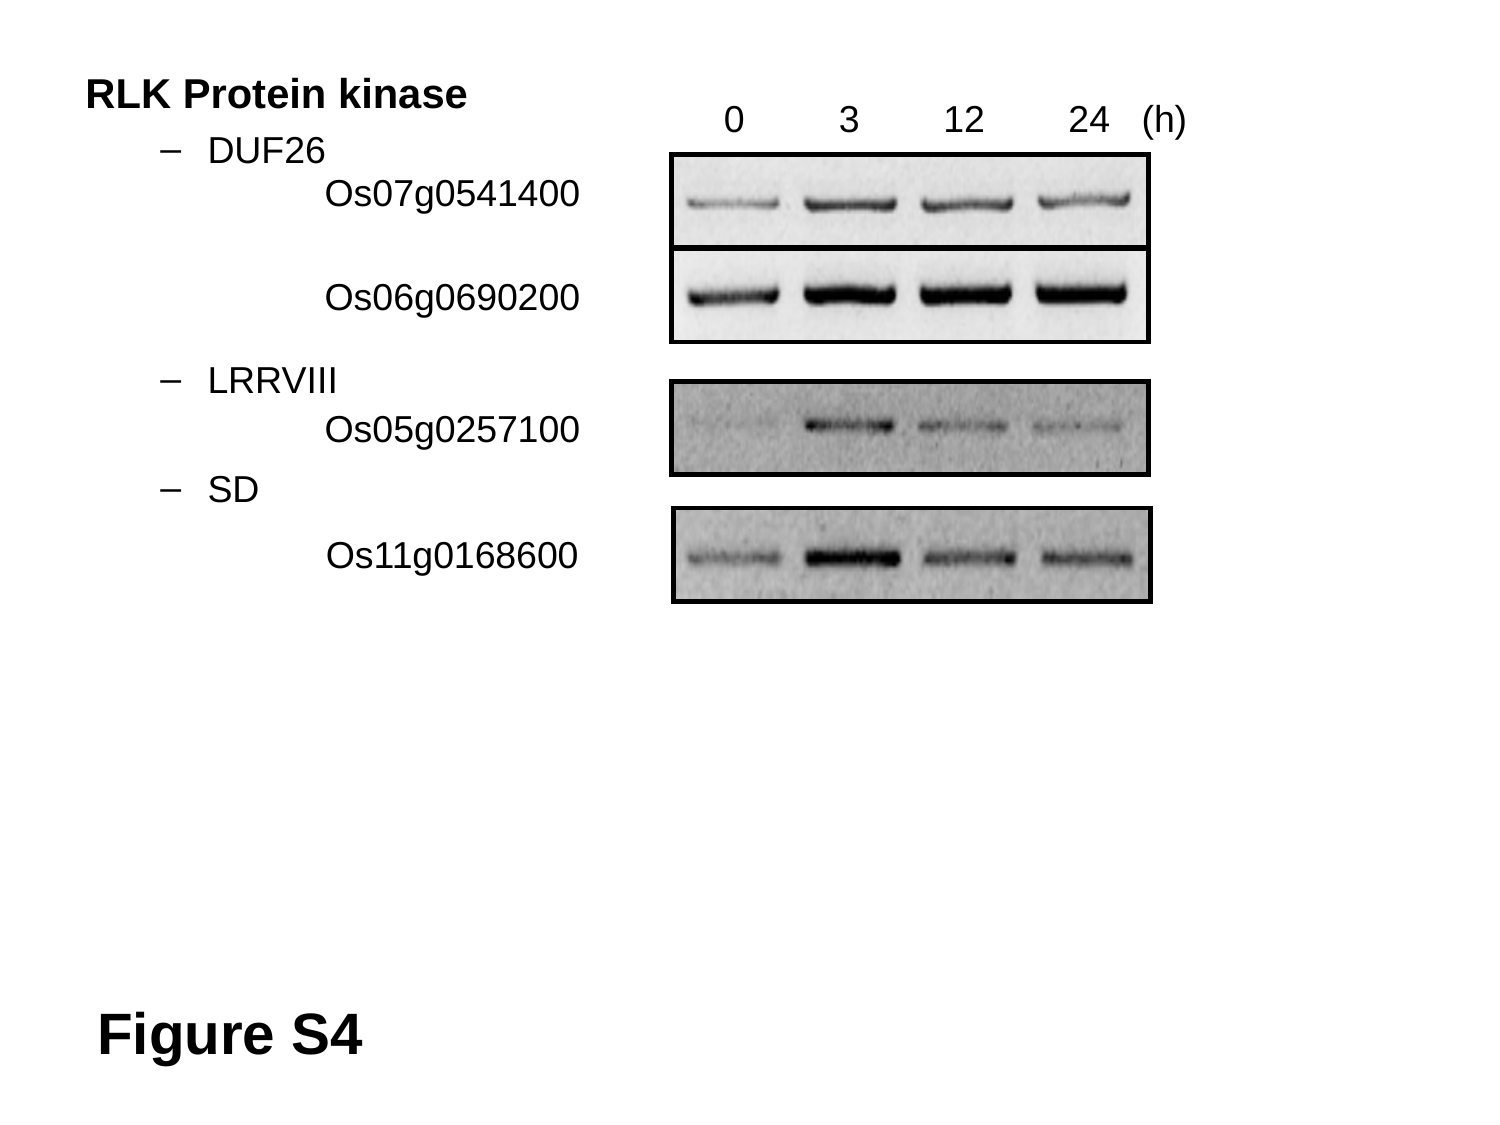

RLK Protein kinase
DUF26
LRRVIII
SD
 0 3 12 24 (h)
Os07g0541400
Os06g0690200
Os05g0257100
Os11g0168600
Figure S4

## Slide 3
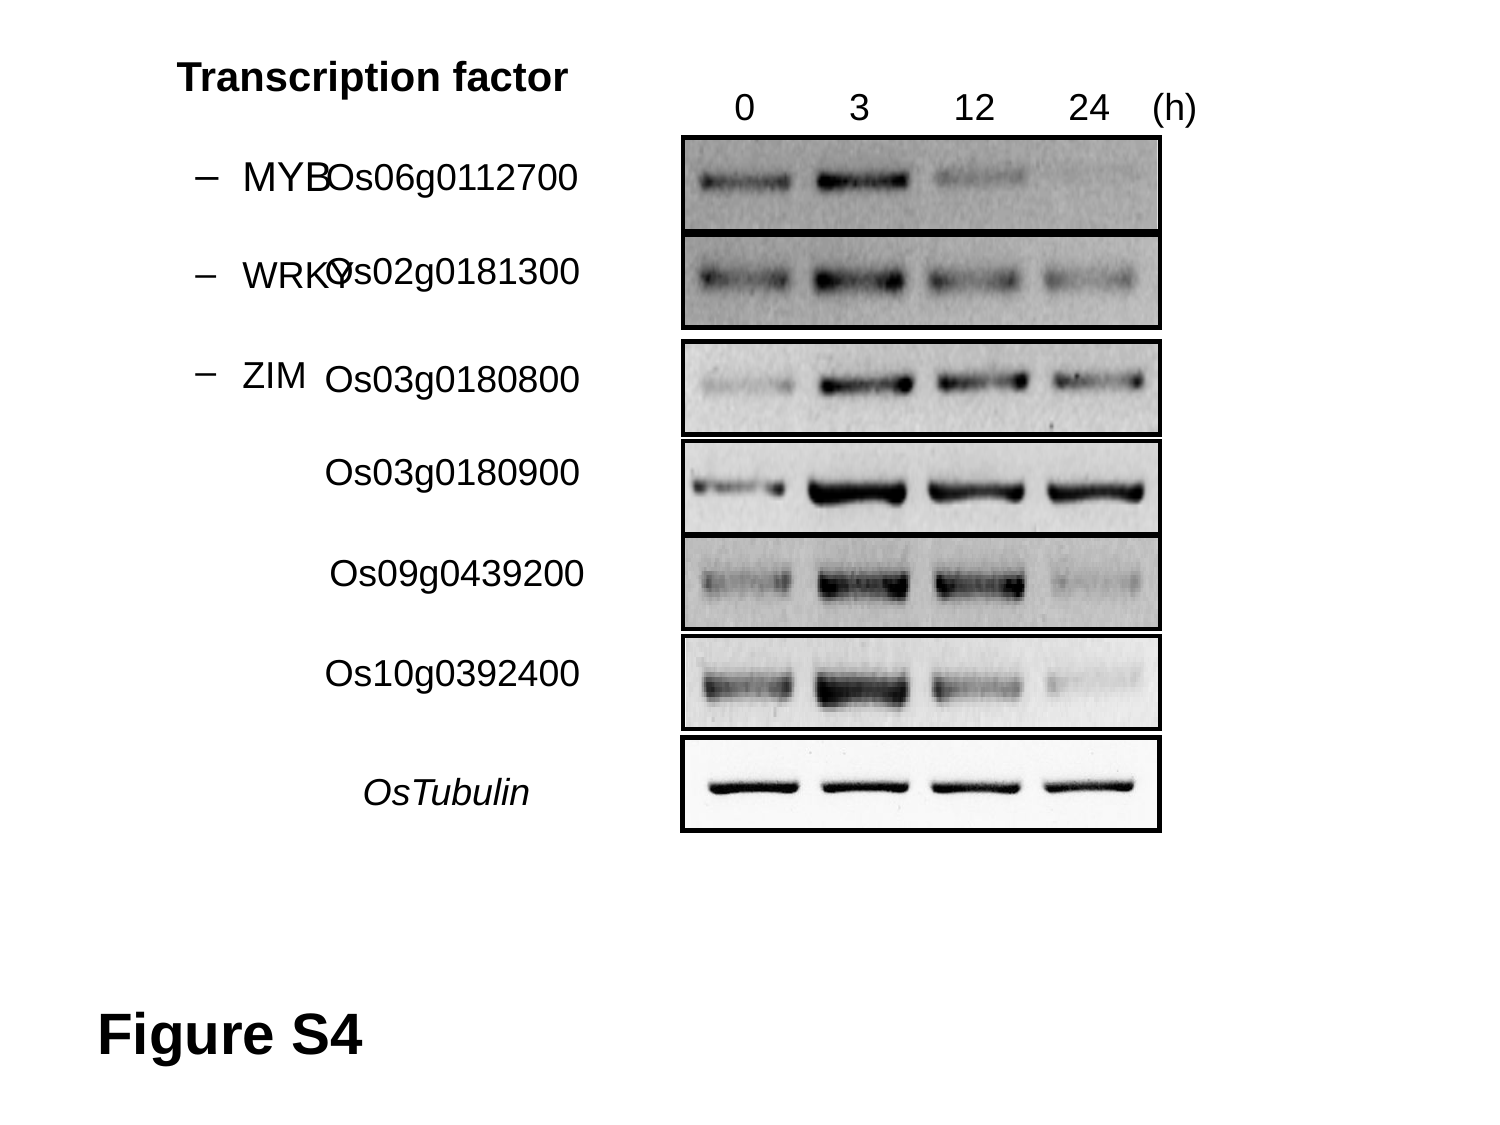

# Transcription factor
MYB
WRKY
ZIM
 0 3 12 24 (h)
Os06g0112700
Os02g0181300
Os03g0180800
Os03g0180900
Os09g0439200
Os10g0392400
OsTubulin
Figure S4

How the deposited data were processed for this re-analysis (not part of the article)

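Root RNA of rice seedlings exposed to 50 ppm FA was compared with root RNA of water-treated seedlings on 6 two-colour Agilent arrays, 3 for short exposure (RNA of 1 and 3 h pooled) and 3 for long exposure (24 h). Conditions and replicate numbers were taken from the sample labels and the methods. FA RNA always carried Cy5 and control RNA Cy3.

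The authors extracted the signals with Agilent's Feature Extraction, whose version is 10.7.1.1 according to the file headers. In the deposited files the processed intensity of each channel is background corrected, detrended across the array and dye normalized, with a surrogate value for spots not above background. The raw median intensity of each spot and of its local background is deposited without correction. The deposited log10 ratio of red over green was computed by the authors' software from the processed signals after linear and LOWESS dye normalization, and is exactly 0 where neither channel was significant. A deposited value table holds log2 ratios, which the authors made from the processed signals: for every one-spot probe compared (40850 to 41823 per array) they lay within 1e-04 of log2 of processed red over processed green. This table covers 42416 probes.

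From there, the log10 ratio was converted to log2 (FA/control), control spots and spots marked as non-uniform or as population outliers were left out, and spots of the same probe were averaged. Probes were tested where the processed signal was at least 100 in either channel on at least 1 array of the exposure, with a value on at least 2 arrays. The mean log2 ratio was tested against 0 within each exposure, and short minus long on all 6 arrays, with lmFit and eBayes of limma 3.58.1 in R 4.3.3. Adjustment followed Benjamini and Hochberg over the tested probes, and a probe was called at an adjusted p under 0.1 and a mean change of at least 1 on the log2 scale. A locus took the values of its probe with the highest mean signal over the 6 arrays. Gene sets (AAAP, ethylene and JA) were tested with limma's camera at an inter-gene correlation of 0.01, and families with Fisher's exact test, one-sided, on loci called higher, against tested transporter loci for ABC and against tested RLK loci for LRR-VIII, RLCK-VII and SD-2b. Set tests and Fisher tests were read at a limit of 0.05.

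The gene lists are those of the paper's supplementary tables. WRKY, MYB, ZIM and detoxification loci were found by words in the descriptions of Table S1. The copies of Tables S4, S8 and S10 used here are partial, so only complete families of Tables S4 and S8 were counted, Table S10 was not used, and no enrichment was run on any of the 3. The genes named are every gene that the main text, Table 3 and Figure S4 name, the 5 probes with the largest mean increase and the 5 with the largest mean decrease in each exposure among those past the threshold with the same sign on all 3 arrays, all AOX genes, all called AAAP, ethylene and JA genes, and for each other family its called locus with the largest change. Features outside this rule are said to have been chosen after their values were seen.

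The alternatives were normexp background correction (offset 50) with loess on the raw signals, centring each array on its median over tested probes, the value table, no signal filter, a signal of at least 100 on every array, probes well above background on every array, each replicate left out, slide as a random block, the replicate number as a block, the methods' t-test, a 2-fold change on every array, all 6 arrays in one fit, the median of a locus's probes, fry, the rank sum test across loci, camera with an estimated correlation, and all tested loci as the background. A combined setting (value table, 100 and 2-fold on every array, the methods' t-test) was added after the data were seen.

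The procedure was tested on simulated data with 200 changed probes and random seed 1. For short exposure 193 (96.5%) were called, with 2 of the unchanged ones among 27761 probes. For long exposure it was 194 (97%) and 0 among 27066, and for short minus long 195 (97.5%) and 7 among 28632. The methods' t-test called 51 (25.5%) in the short-exposure simulation. Every simulated change was larger than 2-fold, and all other probes had a true log2 ratio of 0. On the real arrays 67.1% of the probes had an adjusted p under 0.1 after short exposure (limma). The adjustment is stricter where few probes change, so the simulated shares do not carry over. On the real short-exposure arrays the methods' t-test called 1738 probes higher and 573 lower, against 1899 and 631 with limma. Of 200 simulated set tests with sets shifted by 0.5, 200 were called. Arrays give no counting depth, and their number, 3 per exposure, limits the precision. Tables were handled with data.table 1.17.8, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 in Python 3.11.15, and figures drawn with matplotlib 3.10.9. The RT-PCR, staining, MapMan and juglone measurements were not analysed here.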

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

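Among the tests below, the share of probes that differ between exposures, as a test of constant dye bias, and the signs of called microRNA probes in the other exposure were chosen only after the result was seen.

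The response differed between exposures. The ratio was called higher after short than after long exposure in 1642 probes and lower in 713, out of 28632 tested. With one replicate left out in turn, 1517 to 1707 probes were higher and 652 to 797 lower. A slide effect of the size seen between both slides of short exposure is argued against: short replicate 3, on slide 2, differed by at least 1 from the short arrays of slide 1 in 246 of 27005 probes, against 2430, 2614 and 2826 for the long arrays. A larger effect of slide 3, which holds every long-exposure array, stays open, since that slide has no short-exposure array. A constant dye bias cancels in this difference, and 46.4% of the probes had an adjusted p under 0.1 there, which argues against such a bias as the whole cause of the many ratios that differ from 0. Of the 10 splits of the 6 arrays, only 1, the real one, gave as many probes and the other 9 gave 0. Independent noise between arrays is argued against as the whole cause. Simulated arrays with the same ratios in both exposures gave 0 calls among 28632 probes, against 2355 on the real arrays. Chance in how the real arrays group stays open, since 10 splits are too few to exclude it. For each exposure against 0, the 4 sign patterns of the 3 arrays are likewise too few. Only 1 of 4, the real one, gave as many probes after short exposure, and likewise 1 of 4 after long exposure. Independent noise is argued against as the whole cause here too. The simulations called 2 unchanged probes among 27761 for short and 0 among 27066 for long exposure, against 2530 and 589 calls on the real arrays. Exposure time, which the design names, stays among the open explanations.

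The JA list differed between exposures. Camera with an inter-gene correlation of 0.01 gave p = 1.66e-08 for higher ratios after short exposure, with a median difference of 0.81 and 18 of 21 loci higher. Under the alternatives p ran from 2.5e-10 to 0.016, the latter with an estimated inter-gene correlation. Only 1 of 10 splits, the real one, gave a p as small, but chance cannot be excluded with 10 splits, and each of the other 9 also gave a p between 0.00032 and 0.034 (camera, same inter-gene correlation), so that a camera p under 0.05 does not by itself set the real split apart. Slide 3 and exposure time both stay open here.

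At 5 loci, 6 probes were called in opposite directions. They were singled out after their values were seen, except Os01g0892500. The EF-hand gene Os03g0769500 went from 2.26 ± 0.27 (SD, n = 3) after short to -1.16 ± 0.14 after long exposure, the acid phosphatase gene Os07g0681200 from 1.90 ± 0.07 to -1.11 ± 0.12 and Os08g0551300 from 1.32 ± 0.18 to -1.33 ± 0.53. Calls in the other order came from 2 probes of the Myb-related gene Os01g0975300, with -1.11 ± 0.14 and -1.08 ± 0.02 after short and 1.05 ± 0.12 and 1.04 ± 0.17 after long exposure; neither is the brightest probe of its locus. The pectin acetylesterase gene Os01g0892500 differed by 2.50 (1.34 ± 0.21 and -1.16 ± 1.20), but its long-exposure ratios were -0.39, -0.54 and -2.54, so that replicate 3 decides that call, which the methods' t-test did not make. A constant dye bias has the same sign in both exposures, and slide 3 was not separable from long exposure.

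Besides Os01g0892500, 6 named loci moved in opposite directions with an adjusted p under 0.1 in each exposure (limma). Short minus long was 3.24 for OsIAA9 (Os02g0805100, 2.26 ± 0.02 and -0.98 ± 0.18), 1.77 for OsJAZ4 (Os03g0402800), 1.17 for AUX/IAA-1 (Os01g0178500), 0.57 for AUX/IAA-29 (Os12g0601400) and -0.89 for OsCel9C (Os05g0212300), with adjusted p of the difference from 1.78e-05 to 0.0072. The long-exposure side of OsJAZ4 and AUX/IAA-1 depends on the probe: other probes of OsJAZ4 gave -0.44 and 0.06 there, and those of AUX/IAA-1 lay between -0.18 and -0.06 with adjusted p of 0.078, 0.18 and 0.56 (limma). The long-exposure side of AUX/IAA-1 was also lost without replicate 2 (-0.21), and the short-exposure side of AUX/IAA-29 without replicate 1 (0.18) or replicate 3 (0.24). The methods' t-test lost the long-exposure side of all of these except OsIAA9. For the kinase gene Os05g0257100 short minus long was 1.72 on the brightest probe (1.35 ± 0.35 and -0.37 ± 0.11), but its other probe gave 1.70 and 1.84, so the sign after long exposure depends on the probe. No technical explanation was tested for single genes.

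Probes of microRNA precursors, on which the paper does not report, gave calls in both exposures. Of 510 such probes, 131 were tested after short exposure and 7 called (5 higher, 2 lower), and 116 after long exposure and 10 called (5 higher, 5 lower). The names below were chosen after their values were seen. Among probes with a measured control, the largest changes were those of miR399b (2.37 ± 0.75, SD, n = 3) and miR399i (2.17 ± 0.67) after long exposure, whose ratios were lower after short exposure by 1.82 and 1.69 (adjusted p = 0.011 and 0.013, limma). Probes of miR169h, miR169i (2 probes) and miR169j fell to between -1.81 and -1.05 after long exposure, but only these 4 of 7 tested miR169 probes lay below 0. miR416 rose in both exposures (1.68 ± 0.27 and 1.92 ± 0.22), as did miR442 (1.72 ± 0.14, control above background on 1 of 3 arrays, and at least 1.92-fold after long exposure). Noise between arrays is argued against as the whole cause: all 13 probes called in one exposure only (100%) had the same sign in the other exposure, whose arrays had no part in their choice (exact binomial p = 0.016 over 6 microRNA families). A constant dye bias would also give the same sign in both exposures, and it stays open where the ratios did not differ between them, as for miR416 (adjusted p = 0.29, limma). The arrays measure precursor regions, and no biological explanation was tested.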

How the results depend on the processing

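The combined setting (value table, 100 and 2-fold on every array, the methods' t-test) was chosen only after the result was seen. Over the results that answer a comparison, 475 values under an alternative kept their direction and side of the threshold, or a count within 1.5 times, 71 counts moved further, 13 tests gained and 7 lost their call, and 7 reversed direction. Over single genes and families, 4820 stayed, 335 moved, 17 gained, 105 lost their call and 1 reversed. Single genes were judged there by the adjusted p alone, without the fold limit. Unless a reason is given, the cause was not tested.

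Normexp with loess reduced the lower calls after short exposure from 631 to 161 probes and from 484 to 124 loci. After long exposure it changed 446 higher probes to 264, 143 lower probes to 78, 351 higher loci to 209 and 114 lower loci to 61. Cell wall loci called after short exposure went from 45 to 23 and kinase loci from 95 to 59, and after long exposure transporter loci from 21 to 10, phytohormone loci from 5 to 2, kinase loci from 11 to 6 and AP2/ERF loci from 2 to 1. The share of higher calls after short exposure moved from 75.1% to 90.8%, and that of probes higher in short minus long from 69.7% to 81.6%. Centring each array gave 82.2% after short exposure.

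Without a signal filter more probes are tested by construction. Lower calls after short exposure became 1015 probes and 765 loci, and after long exposure there were 682 higher and 247 lower probes, 540 higher and 179 lower loci, 33 transporter, 8 phytohormone and 32 kinase loci, but 5 root architecture genes in place of 8. Filtering on probes well above background on every array gave 21 kinase loci after long exposure.

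A 2-fold change on every array is a stricter limit by construction. It left 308 lower probes and 234 lower loci after short exposure with 22 cell wall loci. After long exposure it left 223 higher and 77 lower probes, 178 higher and 61 lower loci, 9 cell wall, 5 AOX and GST, 12 transporter, 2 phytohormone, 6 kinase, 0 AP2/ERF and 11 detoxification loci. The methods' t-test gave 6 root architecture genes in place of 10 after short exposure. After long exposure it gave 209 higher and 90 lower probes, 169 higher and 68 lower loci, 3 root architecture genes, 5 cell wall loci in place of 15, 6 AOX and GST loci in place of 10, 11 transporter, 7 kinase, 0 AP2/ERF and 11 detoxification loci in place of 18.

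The combined setting gave 266 lower probes and 205 lower loci after short exposure, with 6 root architecture genes and 21 cell wall, 57 kinase and 12 AP2/ERF loci, the last in place of 19. After long exposure it gave 141 higher and 63 lower probes, 113 higher and 49 lower loci, 3 root architecture genes and 5 cell wall, 4 AOX and GST, 10 transporter, 2 phytohormone, 5 kinase, 0 AP2/ERF and 9 detoxification loci.

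With each replicate left out in turn, the long-exposure counts ran from 6 (without replicate 3) to 13 for AOX and GST loci, from 4 to 9 (without replicate 1) for phytohormone loci, from 11 to 17 (without replicate 2) for kinase loci and from 1 (without replicate 3) to 3 for AP2/ERF loci. Fisher's exact p ran from 0.0019 to 0.066 for ABC loci after long exposure (0.0071 with all arrays) and from 0.019 to 0.28 for LRR-VIII (0.15). Camera's p, at the preset inter-gene correlation, ran from 0.014 to 0.088 for AAAP after long exposure (0.040), from 0.72 (without replicate 3, direction reversed) to 0.93 for ethylene after long exposure (0.93) and from 0.045 (without replicate 3) to 0.14 for ethylene in short minus long (0.072).

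For the AAAP set after short exposure (0.059 by camera at the preset inter-gene correlation), p was 0.042 with a signal of at least 100 on every array, 0.027 by fry and 0.043 by the rank sum test. After long exposure the AAAP p became 0.072 with all 6 arrays in one fit, 0.153 with an estimated inter-gene correlation and 0.068 with the median of a locus's probes, but 0.0078 by fry, and in short minus long (0.507) fry reversed the direction at 0.896. The ethylene p after short exposure (0.230) was 0.027 by fry. In short minus long it was 0.022 without a signal filter, 0.024 with probes well above background and 0.014 by fry, and after long exposure the direction reversed with probes well above background (0.975). The JA p was 0.073 after short exposure with an estimated inter-gene correlation. After long exposure (0.067) it was 0.049 with all 6 arrays in one fit and 0.043 by fry. By camera it was 0.39 there with an estimated inter-gene correlation and 0.24 without a signal filter. It was 0.25 with probes well above background and 0.15 without replicate 3. By Fisher's exact test against all tested loci, p was 0.020 for LRR-VIII and 0.0043 for RLCK-VII. The direction of SD-2b (0.37) reversed at 0.776 without a filter, 0.805 with at least 100 on every array, 0.679 with probes well above background and 0.740 in the combined setting. Os05g0257100 after long exposure turned from -0.37 to 0.735 with the median of its probes, because its 2 probes have opposite signs.

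For named genes a call was judged here by an adjusted p under 0.1 alone, without the fold limit. The methods' t-test took this call from 39 values, the combined setting from 27, no filter from 19, and each other setting from 5 or fewer. Leaving out replicate 1 or 2 took it from 5 values each and replicate 3 from 2. The rule of 2-fold on every array leaves the adjusted p unchanged, so it could not take a call in this count.

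The replicate numbers do not pair the arrays: over 24795 probes the deviations of same-numbered arrays correlated at -0.125, -0.026 and 0.152. With the number as a replicate block, 1653 probes were higher and 716 lower in short minus long, 2369 in all against 2355. Set tests with the replicate block gave 0.435 for AAAP, 0.058 for ethylene and 6.87e-08 for JA.

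Slide as a block was not run for long exposure, which lies on one slide. Set tests were not run with slide as a block, the methods' t-test or the rule of 2-fold on every array, which have no set test of this kind. Signal over background limits the fold of dim genes: the control channel was well above background for 68.2% to 75.2% of the probes, and probes with no measured control have only a bound.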

Differences from the paper's values

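The combined setting (value table, 100 and 2-fold on every array, the methods' t-test) was chosen only after seeing the values, and so was the look at other probes of Table 3 genes. A count counts as reached, or within range, when neither value is more than 1.5 times the other, and a fold change when the sign is the same and the log2 values differ by no more than the replicate SD. "The other" alternatives below are those set before the data were examined.

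Counts compared below are of loci, whereas the paper's methods treat each probe as a gene. By probes, the methods' t-test called 1738 higher and 573 lower after short exposure, and 209 and 90 after long exposure. These probe counts are larger than the paper's gene counts. For genes called after short exposure the paper's value is 1204, against 1827 loci here. Within range were normexp and loess, at least 100 on every array, without replicate 2, the methods' t-test and 2-fold on every array, and the other 9 do not reach it. For long exposure the paper's value is 176 against 465, reached by the methods' t-test and 2-fold on every array and not by the other 11. Genes lower after short exposure are 232 in the paper and 484 here, reached with arrays centred on their median and with 2-fold on every array, and not by the other 12. Genes higher after long exposure are 125 in the paper and 351 here, reached by the methods' t-test and 2-fold on every array and not by the other 11. Genes lower after long exposure are 51 in the paper and 114 here, reached by normexp and loess, the methods' t-test and 2-fold on every array and not by the other 10. The combined setting, chosen after seeing the values, reaches all 5 of these, with 1122, 162, 205, 113 and 49.

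Of the root architecture genes the paper has 3 lower after short exposure and 6 were found here, reached by the methods' t-test (2) and not by the other 13. Cell wall genes lower after short exposure are 14 in the paper and 24 here, reached with centred arrays and with 2-fold on every array and not by the other 12. Protein kinase genes lower are 16 in the paper and 29 here, reached with centred arrays, at least 100 on every array and 2-fold on every array and not by the other 11. GPx genes higher are 1 in the paper and 2 here, reached without a filter, without replicate 1, without replicate 2, by the methods' t-test, by 2-fold on every array and with the median of the probes of a locus, and not by the other 8. GST genes higher after long exposure are 3 in the paper and 8 here, reached by the methods' t-test and 2-fold on every array and not by the other 11. The combined setting, chosen after seeing the values, reaches each of these as well. GR genes higher are 2 in the paper and 1 here, under no alternative of the 14 nor the combined setting.

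ABC genes higher after long exposure are 3 in the paper and 5 here, reached by normexp and loess, without replicate 1, by the methods' t-test and by 2-fold on every array, and not by the other 9. POT genes lower after short exposure are 0 in the paper and 1 here, reached by normexp and loess, at least 100 on every array, without replicate 2, the methods' t-test and 2-fold on every array and not by the other 9. POT genes higher after long exposure are 0 in the paper and 1 here, reached by at least 100 on every array, without replicate 1, the methods' t-test and 2-fold on every array and not by the other 9. POT genes lower after long exposure are 0 in the paper and 1 here, reached by normexp and loess, the methods' t-test and 2-fold on every array and not by the other 10. Ethylene genes lower after long exposure are 0 in the paper and 1 here, reached by normexp and loess and 2-fold on every array and not by the other 11. The combined setting, chosen after seeing the values, reaches these 5 too. DMT genes lower after short exposure are 1 in the paper and 3 here, under none of the 14 alternatives. DMT genes lower after long exposure are 1 in the paper and 0 here (limma; 48 DMT loci had an unadjusted p under 0.05), reached without a filter and not by the other 12. MFS genes higher after long exposure are 1 in the paper and 2 here, reached by normexp and loess and not by the other 12. The combined setting reaches none of these last 3.

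The paper lists 343 ROS genes and 1930 transcription factor genes, and the copies used here hold 149 and 332. No alternative bears on these.

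For WOX11 the paper's fold change after short exposure is 1.86 and 2.42 was found here, reached by normexp and loess, without replicate 2 and with the median of the probes of a locus, and not by the other 11 nor the combined setting. After long exposure the paper's value is -1.39, against 1.09 here. For AUX/IAA-13 the paper's values are 1.22 after short and -1.04 after long exposure, against -1.14 and -1.60 here. For OsCel9C after long exposure the paper's value is 1.43, against 1.19 here. After short exposure the paper's values are 1.47 for OsCSLD1, 1.22 for OsEXPB5 and 1.35 for OsAPY1, against -1.47, -1.22 and -1.35 here. For these 7 values, from WOX11 after long exposure to OsAPY1, none of the alternatives reaches the paper's, the combined setting included. Other probes of the same loci, looked at after seeing the values, give 1.86 and -1.39 for WOX11 (Os07g0684900), 1.22 and -1.04 for AUX/IAA-13 (Os03g0742900) and 1.43 for OsCel9C (Os05g0212300). OsCSLD1, OsEXPB5 and OsAPY1 have 1 probe each, with the paper's size and the opposite sign, and the paper's text has OsCSLD1 lower.

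The paper places BGAL among the families of upregulated cell wall genes, and 0 of 6 BGAL loci were called higher here (limma, and 0 by the methods' t-test), with 5 lower at an adjusted p under 0.1. The paper has the ethylene and AAAP genes higher as sets. Camera at a preset inter-gene correlation, which sets a list against other loci, gave 0.23 and 0.059 here. The rank sum test, also against other loci, gave 0.26 for ethylene and 0.043 for AAAP. With a signal of at least 100 on every array, camera gave 0.042 for AAAP. Fry calls both sets (0.027 each), but it tests a set against 0 and not against other loci. The paper has LRR-VIII and RLCK-VII significantly higher. Fisher's exact test against RLK loci gave 0.153 and 0.090, and against all tested loci 0.020 and 0.0043, and LRR-VIII passed without replicate 1 (0.019). The methods give separate slides for the replicates, whereas the files place short exposure on 2 slides and long exposure on 1. The version of Feature Extraction that the methods name is not the one in the file headers.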

Other observations

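The correlation across uncalled probes and the test of a whole-array shift were chosen only after the result was seen.

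Short and long ratios correlated across probes called in neither exposure (Pearson's r = 0.415 over 23768 probes, which are not independent replicates). A constant dye bias may produce this, and so may a weak response shared by both exposures, and the arrays cannot tell these apart without a dye swap.

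The ratios with FA correlated with the paper's juglone values across loci. A constant dye bias as the whole cause is argued against, because short minus long ratios, in which it cancels, correlated with the paper's juglone values at r = 0.776 across transporter loci and 0.803 across RLK loci.

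Far fewer probes were lower after short exposure with normexp and loess (161 against 631). A candidate explanation is that the calls lost are those of dim probes: the 472 lost calls had a median log2 signal 7.52 and the 159 kept calls 9.71, a difference of -2.19. A shift of whole arrays is argued against as the whole cause, since centring each array left 462 lower calls. Of the 1899 higher calls, whose median signal was 8.08, 1538 were kept, so dimness alone leaves open why lower calls were lost more often.

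Gibberellin genes, singled out after their values were seen, moved in different directions. After short exposure GA2ox3 reached 3.03 and GA2ox9 (Os02g0630300) 3.00 ± 0.19 (SD, n = 3), while GA3ox2 (Os01g0177400) was at -0.64 ± 0.25 and GA20ox1 (Os03g0856700) at -0.85 ± 0.32. After long exposure GA3ox2 was at 1.99 ± 0.46 and GA20ox1 at 0.52 ± 0.10. GA20ox2 (Os01g0883800) was higher in both, at 0.70 ± 0.17 after short and 0.51 ± 0.11 after long exposure (adjusted p = 0.0016 and 0.0032, limma). Short minus long was -2.63 for GA3ox2 (adjusted p = 0.00030, limma) and -1.37 for GA20ox1 (adjusted p = 0.00099).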
